# Transcriptomics of Wet Skin Biopsies Predict Early Radiation-Induced Hematological Damage in a Mouse Model

**DOI:** 10.3390/genes13030538

**Published:** 2022-03-18

**Authors:** Abdulnaser Alkhalil, John Clifford, Stacy Ann Miller, Aarti Gautam, Marti Jett, Rasha Hammamieh, Lauren T. Moffatt, Jeffrey W. Shupp

**Keywords:** radiation, blood, hematocytes, genomics

## Abstract

The lack of an easy and fast radiation-exposure testing method with a dosimetric ability complicates triage and treatment in response to a nuclear detonation, radioactive material release, or clandestine exposure. The potential of transcriptomics in radiation diagnosis and prognosis were assessed here using wet skin (blood/skin) biopsies obtained at hour 2 and days 4, 7, 21, and 28 from a mouse radiation model. Analysis of significantly differentially transcribed genes (SDTG; *p* ≤ 0.05 and FC ≥ 2) during the first post-exposure week identified the glycoprotein 6 (GP-VI) signaling, the dendritic cell maturation, and the intrinsic prothrombin activation pathways as the top modulated pathways with stable inactivation after lethal exposures (20 Gy) and intermittent activation after sublethal (1, 3, 6 Gy) exposure time points (TPs). Interestingly, these pathways were inactivated in the late TPs after sublethal exposure in concordance with a delayed deleterious effect. Modulated transcription of a variety of collagen types, laminin, and peptidase genes underlay the modulated functions of these hematologically important pathways. Several other SDTGs related to platelet and leukocyte development and functions were identified. These results outlined genetic determinants that were crucial to clinically documented radiation-induced hematological and skin damage with potential countermeasure applications.

## 1. Introduction

Exposure to ionizing radiation (IR) results in immediate, short-, and long-term injuries based on the intensity of the exposure [1,2]. The outcome of radiation injuries is exacerbated by a victim’s comorbidities or concomitant burns, wounds, and trauma that are frequently encountered in nuclear detonation [1,2,3,4]. Measuring the absorbed irradiation (IR) dose, a principal determinant of survival, is challenging [4,5,6] and complicated especially under mass casualty circumstances caused by an accidental or deliberate nuclear incident in urban or battlefield setups [7]. Most of the methods adopted for radiation diagnosis rely on biological, clinical, or physical symptoms and tend to be laborious, time-consuming, and do not enable pre-emptive therapeutic intervention [8]. Currently, there is no FDA-approved test enabling an accurate assessment of an absorbed radiation dose [5] or dosimetric measurement of IR exposure. Lack of such tests or tools delays patients’ evaluation, triage, and the identification of the best treatment strategy and outlining of ideal resources deployment [9,10,11,12] in a radiation-exposure event.

Realizing these challenges, the Biomedical Advanced Research and Development Authority (BARDA) is supporting the development of four products for the measurement of an absorbed radiation dose. One or more of these products is anticipated to aid in improving the outcome of care ensuing a nuclear or radiation occurrence [9]. The products are diverse in their approaches and include the following: (1) a protein-based assay that interrogates a panel of three plasma proteins, namely the salivary α amylase 1A (AMY1A), the Fms-related tyrosine kinase 3 ligand (FLT3L), and the monocyte chemotactic protein 1 (MCP1), which are modulated by radiation in a dose-dependent fashion; (2) an mRNA-based approach aimed at detecting panels of 12 or 15 radiation-sensitive mRNA molecules in blood using qRT-PCR; (3) ligation to contiguous amplified DNA fragments; (4) a cytokinesis-block micronucleus (CBMN) assay [13] aimed at detecting the dose-dependent induced micronuclei in lymphocytes [14,15,16]. Other methods with dosimetric potential are cell-based tracking radiation-induced hematocytopenia that follows the kinetics of lymphocytes, neutrophils, and platelet depletion [12,17,18]. Time to onset of clinical symptoms, such as time to emesis, was also proposed [19]. The current guidance of triage adopts a grading system that averages the injury grades (1–4) to the hematopoietic, the gastrointestinal (GI), the cutaneous (C), and neurovascular systems by following the time to onset of vomiting, diarrhea, abdominal pain, skin redness, rash, burns, and neurological symptoms to determine the level of damage to a patient’s health [20,21,22]. Patients with an average grade of 1 are candidates for ambulatory observation while those graded at 4 are candidates for palliative care. Patients average grade of 1–3 with hemopoietic system injury between 1–4 are subjects of treatment of the hematopoietic subsyndrome of acute radiation injuries. Treatments involve correcting the leukocytopenia and thrombocytopenia by transfusion of blood or specific hematocytes and stimulating synthesis of homogeneous blood cells using the traditional (filgrastim) or pegylated (pegfilgrastim) granulocyte colony-stimulating factor (G-CSF), or the granulocyte-macrophage colony-stimulating factor (GM-CSF) or sargramostim. Other platelet cytokines, such as romiplostim, are used to increase platelet production via binding and activation of the thrombopoietin (TPO) receptor [23].

Acute radiation syndrome (ARS) manifests as a compiled multi-tissue and multi-system injury with hematopoietic damage that is central to victim survival in the rescuable dose range (2–6 Gy) where correction of the hematocytopenia improves patients’ survivability. Therefore, early detection of radiation-induced damages to hematopoiesis and a better understanding of the underlying mechanisms postulate an important therapy intervention site for outcome mitigation. Genomic changes in blood samples irradiated in ex vivo [24,25,26,27,28,29,30,31] or in vivo [32,33,34] experiments were studied to address the immediate effects of radiation in blood cells using different animal models [32,33]. Most previous studies sought dosimetric biomarkers to enable radiation dose reconstruction and provide insights on ARS pathogenesis or mechanistic information about IR lethality, including damages to hematopoiesis and related immune responses [35], potential infection, or digestive and neurological system damages. While informative, most of these studies overlooked the essential role of the microenvironment [36] or extracellular matrix (ECM) [37,38,39] in hematopoiesis and the response to radiation in general. Results from studies using bone marrow samples in vivo were more translatable because they maintained a level of the native environment of progenitor cells, which is central to hematopoiesis. Similarly, the ECM-exchanged signals with resident leukocytes in the skin are key to these cells as well as ECM functions and the homeostasis of skin in general [35,40]. In addition to their important local role, skin-resident leukocytes exhibit systemic effects via the innate and adaptive immune systems [35,41] with their antimicrobial effects compromised in ARS and associated with increased death from infection [42,43]. Despite the different microenvironments of hematocytes and skin cells, a level of functional redundancy and responses through interaction with ECM can be distinguished [44], and collecting biopsies using non-absorbent conditions enables molecular assessment of a pool of the two cell types [45]. As skin and blood components are unshielded, as with bone marrow, it was proposed that they are more susceptible to radiation toxicity and immediate IR damages. Using a mouse radiation model, this work sought to investigate the potential of genomics in identifying radiation-induced injuries in the skin and peripheral blood with attention to the confounding associated logistics of the model [46]. Biopsies were collected at five time points distributed over 28 days after different IR doses. The potential of transcriptomics in the early identification of radiation-inflicted hematological injury and the determination of underlying transcriptomic alterations with corresponding biological functions were evaluated.

## 2. Material and Methods

### 2.1. Ethics

All animals in the study were handled according to facility standard operating procedures under the animal care and use program accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC) and Animal Welfare Assurance through the Public Health Service (PHS). All performed animal work was reviewed and approved by the MedStar Health Research Institute’s Institutional Animal Care and Use Committee (IACUC-2010-021).

### 2.2. Animal Preparation and Radiation Treatment

Male C57BL/6 mice were purchased from The Jackson Laboratory (JAX, Bar Harbor, ME 04609, USA) at eight weeks old. The mice were acclimated for one week before initiating IR exposures and specimen collection. All animal work and sample collection were completed before animals reached 14 weeks of age. Animals were housed at a density of five animals per cage under standard housing conditions of food, temperature, water, and 12/12 h of light/dark cycles.

#### 2.2.1. Radiation Treatment

Mice in groups of five were placed in a round container split similarly to a pie into five equally-sized triangular compartments where in each house there was a mouse with its head pointing to the center of the container, which was covered with the same vented lid. The container was placed under a linear accelerator (Clinac 2100EX Manufacturer: Varian Medical, Crawley, UK) with its field size set at 32 cm × 32 cm to ensure coverage of the whole container. Based on the desired dose, monitor units (MU) were calculated and delivered half from the anterior and half from the posterior (standard AP/PA technique). The energy of the bean used to deliver the dose was 6 MV photons, which was run at a dose rate of 600 MU per minute. Machine output was calibrated following the TG51 protocol [47]. The mice received whole-body X-ray exposures (0, 1, 3, 6, or 20 Gy) while under anesthesia using IP injection of 300 μL ketamine (3 mg) and 50 μL of xylazine (3 mg) in saline. Isoflurane at concentrations of 2–5% was used in a controlled gas flow box or through a nose cone for the maintenance of anesthesia as needed.

#### 2.2.2. Sample Collection and Post-Irradiation Observation

Animals returned to the housing facility and skin biopsies were collected from each animal at day 0 (hour 2, h2), day 4 (d4), day 7 (d7), day 21 (d21), and day 28 (d28) post-irradiation. Briefly, the animals’ dorsa were shaved using standard veterinary clippers and a 1 cm^2^ biopsy was collected. Biopsy sites were closed using prolene sutures (Ethicon, Johnson & Johnson, NJ, USA). Animals exposed to 0, 1, 3, 6 Gy survived the full experiment time course and did not show signs of pain or distress after biopsy or during housing. Mice exposed to 20 Gy showed decreased activities by post-exposure day 6 and developed signs of distress, lethargy, and dehydration by day 7. Mice in this exposure group were euthanized on the same day when morbidity signs were observed per humane endpoint criteria defined in the IACUC-approved study protocol. Mice in the sham group were transported to the same radiation facility as the mice in the radiation groups, transferred to the radiation table, and returned to the housing facility with no radiation exposure. At designed time points, sham animals were anesthetized, shaved, and biopsied following the exact procedure of irradiated groups. At the end of the experiment time course, euthanasia was performed via exsanguination using cardiac puncture under anesthesia. Death was confirmed by lack of pedal and corneal reflexes and opening of the thoracic cavity to ensure lack of heartbeat.

### 2.3. Microarrays and Data Preparation

#### 2.3.1. RNA Extraction

Total RNA was isolated from liquid nitrogen flash-frozen biopsies after thorough grinding in a cold mortar and pestle. Each grounded biopsy was transferred into a 1.5 mL tube containing 1 mL TRIzol reagent (Invitrogen, Thermo Fisher, Waltham, MA, USA) and RNA was isolated following the manufacturer’s protocol. Concentrations and quality of yielded RNA were assessed using NanoDrop 1000 (Thermo Fisher, Waltham, MA, USA) and the Agilent 2200 Tapestation system (Agilent Technologies, Santa Clara, CA, USA). Isolated materials were aliquoted and stored at −80 °C until further use.

#### 2.3.2. Microarrays

25–200 nanograms of RNA was used following Agilent’s two-color array workflow utilizing the Two-Color Low Input Quick Amp Labeling Kit, Two-Color RNA Spike-In Kit, Gene Expression Hybridization Kit, and Gene Expression Wash Buffer Kit (Agilent Technologies, Santa Clara, CA, USA) following all manufacturer’s instructions. Briefly, samples and purchased reference RNA (Agilent Technologies) were reverse transcribed and labeled with Cy-5 and Cy-3 dyes respectively. All samples were then purified using the RNeasy Mini Kit (Qiagen, Hilden, Germany) and quantified on Nanodrop. Labeled cDNAs were simultaneously hybridized for 17 h at 65 °C on Agilent 4 × 44 K Whole Mouse Genome Microarray Kit (GPL7202: Agilent-014868) then slides were washed (Agilent Technologies, Inc., Santa Clara, CA, USA).

#### 2.3.3. Data Preparation and Analysis

Arrays were immediately scanned using an Agilent G2505C Scanner (Agilent Technologies Inc, Santa Clara, CA, USA). Images were processed using Agilent’s default Feature Extraction software v11.0.1.1 and analyzed using custom R scripts to obtain lists of probe sets differentially expressed. Minimum information about a microarray experiment (MIAME)-compliant intensity, quality, and normalized ratio data for this series of experiments have been deposited in the gene expression omnibus (GEO) database maintained by the National Center for Biotechnology Information (accession no. GSE185149). Uncentered Pearson clustering was done with tools developed by the Division of Computational Bioscience of the Center for Information Technology and the Cancer Genetics Branch of the National Human Genome Research Institute at the NIH. Fold change of gene expression was calculated by normalization of the transcriptomes at different doses of X-ray exposure over all time points to that of the sham-treated animals. Changes in gene expression at Benjamini–Hochberg FDR adjusted *p* < 0.05 were deemed significant. Further narrowing in the selection of significantly differentiated genes was performed on an excel sheet of all elements of the array by sorting based on the FC selection of elements where FC > abs 2 and *p*-value < 0.05 only. These lists were crossed with lists of annotated SDTG lists obtained after loading to ingenuity pathway analysis (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis, accessed between 1 August 2021 and 15 December 2021). Only genes that were common to both lists were included in all subsequent analyses. Top pathways were reported based on abs z scores from IPA. Lists of genes in the reported pathways were obtained from IPA with no further processing of additional cutoffs. Analyses were performed comparing results of significantly differentially regulated genes after exposure to different doses of X-rays over several time points.

## 3. Results

Five groups of mice each consisting of five animals were used in the study. Each mouse group received 1, 3, 6, or 20 Gy of whole-body X-ray radiation and the fifth group followed the exact steps of exposure protocol without radiation for use as a reference. Skin biopsies were collected from each mouse at h2, d4, d7, d21, and d28 post-exposure. Transcriptomes in each biopsy were examined using microarrays. 

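Biopsy RNA was labeled with Cy5 and hybridized together with a Cy3-labeled universal mouse reference RNA on Agilent whole-genome mouse arrays, and the dyes were not swapped. The sample labels name 82 arrays from 24 mice, each mouse having been biopsied repeatedly, where the paper gives 5 animals per group. In the order h2, d4, d7, d21 and d28, there were 4, 4, 4, 2 and 2 arrays of the sham group, 4, 4, 2, 4 and 4 arrays after 1 Gy, 5, 5, 3, 4 and 3 arrays after 3 Gy, and 4, 4, 2, 3 and 4 arrays after 6 Gy. After 20 Gy there were 4 arrays at h2, 4 at d4 and 3 at d7. The authors deposited the scanner output of each array, with intensities in both channels for 45018 spots, and a table of normalized log2 values for the same arrays. The median Cy5 intensity of an array ranged from 22 to 114.5, with a median of 64.75 over the sham arrays and 30 over the 20 Gy arrays. Between 33.1% and 71.2% of the probes of an array lay well above background in the Cy5 channel (median 56.4% in sham and 43.4% after 20 Gy), and the number of arrays per group limits the precision of each mean. The arrays were read on 2 scanners of different models, with 25 arrays on scanner 1, among them all 20 Gy arrays and 8 of the sham arrays, and 57 arrays on scanner 2. The 4 arrays of 20 Gy at h2 were on 1 slide and those of d4 on another, so that slide and group cannot be told apart there. Here the background of the median spot intensities was corrected by the normexp method with an offset of 50, and the log2 ratio of Cy5 to Cy3 was normalized by loess within each array. Probes were tested if they were well above background in Cy5 on at least 50% of the arrays of a group, which left 30293 of 41174 probes. Each irradiated group was compared with the sham group of the same time point in a single limma model of all 82 arrays, with Benjamini-Hochberg adjustment over all probes tested. A probe past an adjusted p of 0.05 and a fold change of 2 was counted as an SDTG. The normalized table is used beside these values as the deposited normalized values, which were run through the same model.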

Mice exposed to 20 Gy did not complete the study time course and were euthanized by d7 following the humane endpoint defined by the IACUC-approved study protocol underscoring the lethality of the 20 Gy IR dose (Figure 1). All animals in the reference group and groups that received low IR doses of 1, 3, 6 Gy survived the study time course, indicating that these doses were in the sublethal range.

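In limma's test, 1756 probes were higher and 1005 were lower than in sham at h2 after 20 Gy. At d4 after 20 Gy, 1842 were higher and 1548 lower, and at d7 366 were higher and 187 lower. In the deposited normalized values, 304 probes were higher and 673 lower at h2, 252 were higher and 689 lower at d4, and 313 were higher and 713 lower at d7. With the log ratio of the scanner software, the numbers were 5194 probes higher and 7467 lower at h2, 4757 higher and 6493 lower at d4, and 1959 higher and 2341 lower at d7. With each array's ratios centered on their median in place of loess, 83 probes were higher and 11076 lower at h2, 125 were higher and 7770 lower at d4, and 22 were higher and 21 lower at d7. With that centering the median of all probes lay at -0.56 at h2 and at -0.41 at d4 on the log2 scale, and with the scanner software's ratio at -0.23 and -0.20, against 0.00 and -0.02 with loess. Against the sham arrays of scanner 1 alone, 2075 probes were higher and 1869 lower at h2, 2254 higher and 2281 lower at d4, and 378 higher and 181 lower at d7. A total of 35 genes passed both thresholds upward and 9 downward at all 3 time points. The largest mean rises were those of Dnah9 (2.45 on the log2 scale), 2010204K13Rik (2.39) and Gm3002 (2.31), which in the deposited normalized values came to 0.04, 0.79 and 0.35. The other tested probe rose by only 0.46 for 2010204K13Rik and by 0.88 for Gm3002. The 2 largest mean falls were those of the metallothionein gene Mt4 (-3.06) and the periostin gene Postn (-2.70), with deposited values of -3.07 and -2.49.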

Detailed analysis of the significantly differentially transcribed genes (SDTGs) after irradiation was described in a separate paper (in review) and showed a larger number of predominantly downregulated SDTGs after exposure to a lethal dose (20 Gy). This trend was reversed after exposure to sublethal doses (1, 3, or 6 Gy) where the numbers of SDTGs were less and were primarily upregulated. 

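Of the 15 comparisons of a sublethal dose with sham, 9 had no probe past the thresholds in limma's test, and at an unadjusted p under 0.05 with the same fold change these 9 had between 65 probes (6 Gy d21) and 584 probes (3 Gy d7). The largest number was that of 3 Gy at d4, with 583 probes higher and 1007 lower than in sham. This number fell to 3 with scanner as a block. It came to 0 without mouse M001, to 1 without M004 or M005, to 4 without M012 and to 3 without M014, but to 2650 without M013. At an unadjusted p with the same fold change, 2228 probes passed there with all arrays. Without M001 the comparisons with no probe past the thresholds, that of 3 Gy at d4 among them, had at most 2104. At d4 after 6 Gy, 11 probes were higher and 1 lower, and at d7 after 6 Gy, 2 were lower. At d28, 5 probes were lower after 1 Gy, 3 after 3 Gy and 6 after 6 Gy, and no probe was higher, with 139, 227 and 125 probes higher at an unadjusted p. The deposited normalized values gave 131 probes higher and 16 lower at h2 after 1 Gy, and 216 higher and 7 lower at d4. After 3 Gy, 58 were higher and 11 lower at h2, and 98 higher and 10 lower at d4 in those values. After 6 Gy, 94 were higher and 15 lower at h2, 191 higher and 19 lower at d4, and 222 higher and 22 lower at d7. No gene passed the thresholds in the same direction at 2 or more time points after 1, 3 or 6 Gy with the scanner values.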

To examine whether transcriptomics could identify genetic modulations underlying the clinically reported hematological alterations induced by radiation and pathway enrichment analysis of the SDTGs (*p*-value ≤ 0.05 and FC ≥ 2) after lethal exposure was performed. The initial analysis included data from biopsies collected at h2, d4, and d7. Filtering the identified pathway using stringent statistical cutoffs (Abs z-score value ≥ 2 and −log *p* ≥ 1.3) identified three pathways that played a critical role in hematopoiesis and hematological response among the top of functionally altered pathways. The glycoprotein 6 (GP-VI) signaling pathway, the dendritic cell maturation pathway, and the intrinsic prothrombin activation pathway were at the top of the list of affected pathways (Figure 2). 

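GP6 is the platelet receptor for collagen, and the genes that the paper assigns to its signaling pathway are Lamb1, Calm4 (taken as the mouse counterpart of CALML5) and the collagen genes Col1a1, Col1a2, Col2a1, Col3a1, Col4a4, Col5a1, Col5a2, Col5a3, Col6a1, Col6a2, Col7a1, Col15a1, Col16a1 and Col18a1, 16 of 17 genes having a tested probe. The pathway software was not run here. Each list was tested as a set with limma's rotation test (fry), adjusted over the 18 comparisons, and since the study chose the genes on these samples, the test is not independent evidence. At h2 after 20 Gy the median log2 fold change of the 16 genes was -0.18 (adjusted p = 0.984), with 10 genes below 0, and at d4 it was -0.35 (adjusted p = 0.726). Without sham mouse M002, whose array lay far below the other sham arrays at h2, the median at h2 came to -0.60 (adjusted p = 0.468). At d7 it was -1.32 (adjusted p = 0.00091), with 14 of 16 genes below 0. The mean log2 ratio over the list at d7 was -0.15 ± 0.11 (SD, n = 3 arrays) after 20 Gy and 1.54 ± 0.21 (SD, n = 4 arrays) in sham, whereas at h2 it was 2.14 ± 0.16 after 20 Gy and 2.16 ± 0.83 in sham (SD, n = 4 arrays each). For the intrinsic prothrombin activation pathway, represented by Col1a1, Col1a2, Col2a1, Col3a1, Col5a3, Col18a1, Klk7 and Klk8, the median was -0.24 (adjusted p = 0.775) at h2, -0.54 (adjusted p = 0.541) at d4 and -2.03 (adjusted p = 1.0e-06) at d7, where all 8 genes were below 0. Both calls at d7 also held under camera with an estimated correlation between genes. Centering each array's ratios on their median moved the GP6 list most at h2 (-2.61) and d4 (-2.11), and at d7 it gave -1.25 (adjusted p = 0.264), no longer past the threshold, whereas the log ratio of the scanner software gave -2.47 at d7. In the deposited normalized values the GP6 list was at -1.57, -1.59 and -1.63, and the prothrombin list at -1.73, -1.73 and -2.11. On scanner 1 alone, the GP6 list was at -0.60 at h2 and at -0.48 at d4, and the prothrombin list at -0.50 and -0.56. There, with sham and 20 Gy arrays read on the same scanner, both lists passed the threshold of fry at both time points. Against all sham arrays the GP6 list changed sign, to 0.04 at h2 and 0.06 at d4, and at h2 it was also above 0 (0.09) with the log ratio of the scanner software. Over the alternatives the adjusted p of the GP6 list ranged from 7.4e-15 to 0.985 at h2 and from 2.8e-14 to 0.989 at d4, the deposited normalized values giving both lowest values. The dendritic cell maturation pathway was not analysed here.

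**Figure D1:**
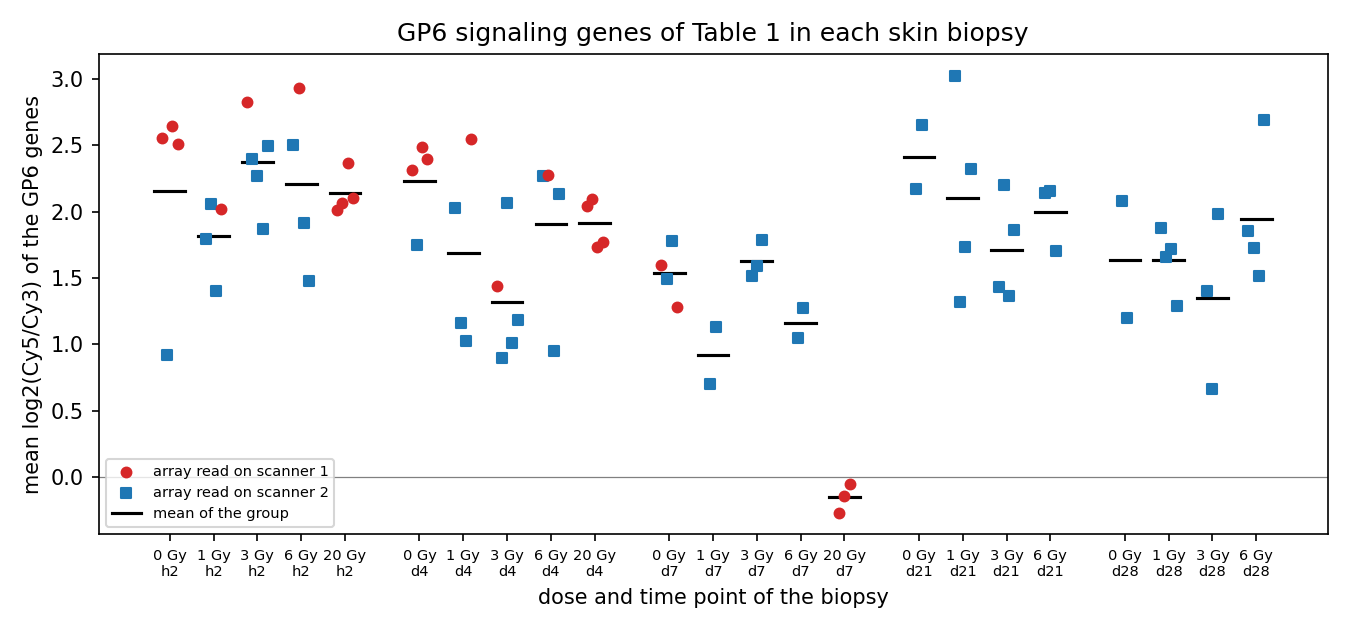
Mean log2 ratio of Cy5 to Cy3 over the GP6 genes on each array, by dose and time point, with red circles for scanner 1, blue squares for scanner 2 and a black line at each group's mean. The arrays of 20 Gy at d7 lie at -0.15 ± 0.11 (SD, n = 3), against 1.54 ± 0.21 in sham at d7, whereas at h2 those of 20 Gy (2.14 ± 0.16, SD, n = 4) lie below 3 sham arrays (2.51 to 2.64) and above that of M002 (0.92).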

All three pathways at all three time points (TPs) were predicted to be strongly inactivated (Figure 2) after lethal IR dose exposure. 

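In the first week after sublethal doses, the median log2 fold change of the GP6 genes was -0.38, -0.66 and -0.54 at h2, d4 and d7 after 1 Gy, 0.06, -0.96 and 0.03 after 3 Gy, and -0.06, -0.26 and -0.41 after 6 Gy. Only 3 Gy at d4 passed the threshold of fry (adjusted p = 0.045, 15 of 16 genes below 0), and it no longer did with scanner as a block (-0.34, adjusted p = 0.410). Over the alternatives its adjusted p ranged from 0.00053 on scanner 1 alone to 0.676 with the deposited normalized values, where the sign changed to 0.05. The prothrombin genes had medians of -0.35, -0.72 and -1.03 after 1 Gy, 0.17, -1.12 and 0.24 after 3 Gy, and 0.16, -0.67 and -0.42 after 6 Gy, of which again only 3 Gy at d4 passed (adjusted p = 0.046). With scanner as a block it came to -0.70 (adjusted p = 0.401) and with the deposited values to 0.15, the adjusted p ranging from 7.0e-05 on scanner 1 alone to 0.784 on scanner 2 alone. In the deposited values the GP6 genes were higher than in sham at d4 after 6 Gy (median 0.51), and the prothrombin genes were higher at d4 after 1 Gy (0.76), at h2 after 3 Gy (0.53), and at h2 (0.85) and d4 (0.78) after 6 Gy, each past the threshold. The effect of 20 Gy was set against that of 6 Gy directly, over the 18 genes of both pathways. The median difference was -0.09 at h2, -0.21 at d4 and -1.22 at d7 on the log2 scale. At h2, 0 genes were lower after 20 Gy than after 6 Gy and 1 was higher in limma's test when adjusted over the list alone, with 3 lower and 2 higher at an unadjusted p under 0.05. At d4 none passed in either direction (1 lower and 2 higher at an unadjusted p), and at d7 6 were lower and 1 was higher. When adjusted over all probes, 1, 0 and 4 genes were lower at h2, d4 and d7. Adjusted over the list alone, 17, 17 and 14 of the 18 genes were lower after 20 Gy with the deposited values, and 5, 4 and 12 with scanner as a block. With scan day as a block, chosen after seeing the data, the median difference at d7 came to -0.38, with 4 genes lower.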

Investigation of the statuses of these and other pathways after exposure to sublethal doses during the same first post-exposure week, using the same statistical cutoffs for the SDTGs and pathways, showed that the intrinsic prothrombin activation pathway and the GP6 were still among the top affected, and whenever a pathway was significantly identified after sublethal IR doses it showed an activity prediction that contrasted that predicted after lethal exposure. 

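Of the genes of the IL-6 pathway that the paper plots, 18 were tested. They were interleukin, heat shock and signaling genes, among them Il6ra, Stat3, Il1rl1, Il1rn, Cebpb and Hspb7, and the collagen gene Col1a1. Over the 9 sublethal comparisons of the first week, 1 was higher and 1 lower than in sham in limma's test. Both were at d4 after 3 Gy. The ST2 receptor gene Il1rl1 had a log2 fold change of 2.38 (standard error 0.61, adjusted p = 0.015), with 0.45 in the deposited normalized values, and the nerve growth factor receptor gene Ngfr fell by 1.80 (standard error 0.52, adjusted p = 0.020). Neither passed with scanner as a block, Il1rl1 being at 1.92 (adjusted p = 0.0955) and Ngfr at -1.58 (adjusted p = 0.0996). At an unadjusted p under 0.05, 9 gene changes upward and 10 downward were counted over the 9 comparisons. When adjusted over the list alone, the count was 2 upward and 2 downward, and since the study chose these genes on the same samples, it is not independent evidence. Among the deposited normalized values, 12 gene changes were upward and none downward, 4 of them at d4 after 1 Gy and 2 at d4 after 3 Gy. At d21 and d28 no gene passed in limma's test with the scanner values (6 upward and 3 downward at an unadjusted p), and 3 upward and 1 downward did with the deposited ones.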

The immunologically and hematopoietically important interleukine (IL6)-signaling pathway was identified to be significantly activated at several TPs after exposure to sublethal doses but not the lethal dose (Figure 3).

Further analysis that included the late time points (d21, d28) after sublethal IR dose exposure showed that all three pathways that play important roles in hematological responses were among the top five identified pathways in support of transcriptomics application in detecting radiation-induced hematological injury (Figure 4). While these pathways showed inversed activity statuses during the first week between lethal and sublethal doses, the intrinsic prothrombin activation, and the GP6 signaling pathways were inactivated in the late time points after sublethal exposures mimicking the same activation status after lethal exposure, which suggested a late deleterious phase of response to sublethal doses in concordance with clinical observations at these levels of IR.

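At the late time points the median log2 fold change of the GP6 genes was -0.41 at d21 and -0.01 at d28 after 1 Gy, -0.76 and -0.43 after 3 Gy, and -0.44 and 0.21 after 6 Gy. None passed the threshold of fry, the lowest adjusted p being 0.307 (3 Gy d21). The prothrombin genes had medians of -0.71 and 0.03 after 1 Gy, -0.79 and -0.57 after 3 Gy, and -0.35 and 0.50 after 6 Gy, none past the threshold. In the deposited normalized values the GP6 genes were at -0.22 and -0.27 after 1 Gy, at -0.40 (adjusted p = 0.035) and -0.47 after 3 Gy, and at -0.17 and -0.07 after 6 Gy. The prothrombin genes at d21 after 3 Gy were at -0.71 (adjusted p = 0.020) in those values. The sham groups of d21 and d28 held 2 arrays each. The change from the first week to the late time points was tested directly, as the mean effect at d21 and d28 minus the mean effect at h2, d4 and d7. Its median over the 18 genes of both pathways was 0.20 after 1 Gy, -0.29 after 3 Gy and 0.16 after 6 Gy, with no gene lower in limma's test when adjusted over the list alone, and none at an unadjusted p. From the deposited normalized values the medians were -0.62, -0.60 and -0.55, with 8, 9 and 6 genes lower. From opposite activity of these pathways after lethal and sublethal doses in the first week, and from their inactivation at the late time points, the paper proposes a late deleterious phase of the response to sublethal doses.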

The GP6 signaling and the prothrombin signaling pathways contain many common genes. Significant modulation in the transcription of several collagens, laminin β 1, and calmodulin-like 5 genes introduced the GP6 signaling pathway as a main modulated pathway by IR (Table 1). Similarly, many of these collagen genes, in addition to kallikrein-related peptide 7 and 8 genes, were the main factors in the identification of the intrinsic prothrombin activation pathway (Table 1). Many of these genes were upregulated after sublethal IR doses exposure during the first post-exposure week then they turned to downregulation in the later TPs to mimic their regulation status after a lethal IR exposure.

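The clearest changes among the Table 1 genes after 20 Gy were at d7. The probe used for Col1a1 (NM_007742) had a log2 ratio of -1.48 ± 0.33 (SD, n = 3 arrays) after 20 Gy and 3.23 ± 1.19 (SD, n = 4 arrays) in sham, a log2 fold change of -4.71 (standard error 0.64, limma adjusted p = 1.7e-07). At h2 and d4 the same probe was at 0.97 (adjusted p = 0.228) and 0.26 (adjusted p = 0.765), and its deposited normalized values gave -4.60 and -4.54. The 3 probes of Col1a1 lay between 0.97 and 5.84 at h2, between 0.26 and 4.80 at d4 and between -5.14 and -4.12 at d7. Col3a1 was at -0.04 at h2, -1.24 at d4 and -5.42 at d7 (adjusted p = 5.9e-09), with deposited values of -4.99, -4.73 and -5.58, and its other probe was at 5.78, 4.88 and -3.34. Col1a2 was at 2.14 (adjusted p = 0.024) at h2, at 1.21 at d4 and at -3.95 (adjusted p = 0.0003) at d7, against deposited values of -4.47, -4.35 and -4.96. Without mouse M002 of the sham group, Col1a2 at h2 came to 1.18 and was no longer past the threshold, nor was it without M022 (1.79) or M023 (2.16) of the 20 Gy group. Lamb1 was at 0.23, 0.15 and 0.34 (adjusted p = 0.533, 0.686 and 0.760), against 1.05, 0.92 and 1.03 in the deposited values. Calm4 was at -0.22, 0.39 and -1.49 (adjusted p = 0.824, 0.640 and 0.247), against -1.72, -1.74 and -1.58. Col4a4 was at 1.12 (adjusted p = 5.1e-08) at h2 and came to -0.12 in the deposited values. Over all 18 tested genes of the table, 2 were higher and 1 lower at h2, 2 were lower at d4 and 4 were lower at d7. When adjusted over the list alone, which is not independent evidence, 10 were lower at d7. With the deposited values 15, 14 and 16 genes were lower. Of 10 genes with several probes, 6 had probes of both signs at h2, 6 at d4 and 1 at d7.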

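The kallikrein genes are listed as Klk7 (NM_011872) and Klk8 (NM_008940). After 20 Gy, the log2 fold change of Klk7 was -0.71 at h2, -0.34 at d4 and -1.39 at d7, with a standard error of 0.90 to 0.97 and adjusted p of 0.604, 0.806 and 0.679. Klk8 was at -2.12 (adjusted p = 0.058) at h2, -2.53 (adjusted p = 0.017) at d4 and -2.13 (adjusted p = 0.245) at d7. At d7, 2 of the 3 arrays had Klk8 well above background. All 6 changes were past the threshold in the deposited normalized values, at -1.27, -1.37 and -1.30 for Klk7 and -1.24, -1.34 and -1.58 for Klk8. On scanner 1 alone Klk8 was at -2.58, -2.65 and -0.53.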

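Over the 9 sublethal comparisons of the first week, no change of a Table 1 gene was upward in limma's test and 2 were downward, both at d4 after 3 Gy (Col5a3 at -1.42 and Col15a1 at -2.58, with -0.88 and 0.06 in the deposited normalized values). Both were lost with scanner as a block (-1.24 and -2.40, adjusted p = 0.110 and 0.104). At an unadjusted p, 3 were upward and 6 downward. The signs were mostly negative, with 14, 16 and 17 of 18 genes below 0 at h2, d4 and d7 after 1 Gy, 8, 17 and 8 after 3 Gy, and 11, 15 and 12 after 6 Gy. The deposited values had 10 changes upward and none downward in the first week, 3 of them at d4 after 1 Gy. Over the 6 late comparisons, no change passed in either direction in limma's test over all probes, with 4 upward and 3 downward at an unadjusted p. When adjusted over the list alone, 2 were upward, Col18a1 at d28 after 3 Gy (1.32) and after 6 Gy (1.44). In the deposited values 3 were downward, all at d21 after 3 Gy.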

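After 20 Gy, the interleukin-6 receptor gene Il6ra (NM_010559) had a log2 fold change of 1.51 (standard error 0.30, limma adjusted p = 0.00011) at h2, 1.07 (adjusted p = 0.0051) at d4 and 2.35 (adjusted p = 2.6e-07) at d7, with 0.86, 0.80 and 1.01 in the deposited normalized values. Stat3 was at 0.83 at h2, 0.19 at d4 and 1.53 (adjusted p = 0.00024) at d7. Il1rl1 was at 3.26 (adjusted p = 0.00011) at h2 and 2.87 (adjusted p = 0.000535) at d4, and it did not pass the threshold at d7. In the deposited values no tested gene of the IL-6 pathway lay above 1.53 at h2 or 1.27 at d4. The interleukin-1 receptor antagonist gene Il1rn was not well above background on any of the 4 arrays of 20 Gy at h2, where it was at least 3.2-fold lower than in sham, a bound open to dye bias since the dyes were not swapped. At d4 it was well above background on 2 of 4 arrays and fell by 1.58 (adjusted p = 0.0152). Cebpb fell by 1.30 (adjusted p = 0.024) at h2 and by 1.33 (adjusted p = 0.017) at d4, whereas its deposited values were 0.55 and 0.56. Fos fell by 2.05 at h2 (adjusted p = 0.039), and the heat shock gene Hspb3 was at -2.69 at d4 (adjusted p = 0.038). Of the 18 genes of this pathway, 2 were higher and 3 lower at h2, 2 higher and 3 lower at d4, and 2 higher and 1 lower at d7. The gene lower at d7 was Col1a1, which the GP6 and prothrombin lists hold as well. When adjusted over the list alone, 2 were higher and 4 lower at h2, and 3 higher and 1 lower at d7. In the deposited values 3 were higher and 4 lower at h2, 2 higher and 5 lower at d4, and 4 higher and 6 lower at d7. Hspb7 was at 0.12, -0.88 and 1.94, none past the threshold, and at 1.53, 1.27 and 1.56 in the deposited values.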

Transcription modulations in many genes encoding interleukins and heat shock proteins among other genes (Figure 5) introduced the IL-6 signaling pathway as a pathway that was majorly affected by radiation. This pathway shared only the COL1A1 with the GP6 signaling and the intrinsic prothrombin activation pathways.

Several other genes that play an important part in hematological response and hematopathology were identified among the top differentially transcribed genes. 

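The hemoglobin alpha gene Hba-a1 (NM_008218) had a log2 fold change of 0.30 (standard error 0.67, limma adjusted p = 0.793) at h2 after 20 Gy, -1.96 (standard error 0.72, adjusted p = 0.034) at d4 and -2.21 (standard error 0.72, adjusted p = 0.074) at d7. In the deposited normalized values it was at -1.62, -2.10 and -1.99. The hemoglobin beta gene Hbb-bt (NM_008220) was at -0.33 at h2, -2.69 (adjusted p = 0.048) at d4 and -2.29 (adjusted p = 0.413) at d7, with -1.77, -2.60 and -2.13 in the deposited values. Hebp2 fell by 1.90 (adjusted p = 0.0135) at h2, by 1.12 (adjusted p = 0.133) at d4 and by 1.76 (adjusted p = 0.118) at d7. Platelet factor 4, Pf4, was at 0.54 and 0.92 at h2 and d4, neither past the threshold, and at -1.92 (adjusted p = 0.046) at d7, with -0.84, -0.33 and -1.24 in the deposited values. Pdgfrl, taken as the platelet-derived growth factor-like gene, was at -1.55 (adjusted p = 0.0504) at h2, -1.58 (adjusted p = 0.0365) at d4 and -1.34 (adjusted p = 0.359) at d7. Pirb, the mouse counterpart of LILRB3, was at -1.08, -0.46 and -0.82, none past the threshold. With each of the 24 mice left out in turn, the call at d4 was lost for 6 of them for Hba-a1, for 16 for Hbb-bt and for 6 for Pdgfrl. The call of Pf4 at d7 was lost for 15, and that of Hebp2 at h2 without M022. Hmcn2 was not analysed here. Over the 10 tested genes of blood and hemostasis that the paper tabulates, 1 was higher and 1 lower at h2, 1 higher and 4 lower at d4, and 1 lower at d7, against 4, 5 and 5 lower with the deposited values. When adjusted over the list alone, which is not independent evidence, 2, 4 and 3 were lower.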

The platelet-derived growth factor-like platelet factor 4, the leukocyte immunoglobulin-like receptor B3 (*LILRB3*), the heme binding protein 2 (*HEBP2*), the hemicentin 2 (*HMCN2*), the hemoglobin subunit β (*HBB*), and the hemoglobin subunit α 1 and 2 (*HBA1/HBA2*) genes were all downregulated sharply at all TPs after exposure to a lethal dose. Many of these genes were upregulated at different TPs after exposure to sublethal doses (Table 2).

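No change of a Table 2 gene was upward over the 9 sublethal comparisons of the first week in limma's test over all probes, with 4 upward and 8 downward at an unadjusted p. Downward changes past the threshold were those of Hba-a1 (-3.66, adjusted p = 0.014), Hbb-bt (-4.69, adjusted p = 0.014) and Pirb (-2.18, adjusted p = 0.049) at d4 after 3 Gy. Hba-a1 (-4.02) and Hbb-bt (-5.22) stayed past the threshold with scanner as a block (adjusted p = 0.046 each), and Pirb did not (-1.99, adjusted p = 0.138). The call of Hbb-bt was lost without any of the mice M001, M004, M005, M012 or M014, and in the deposited normalized values the 3 genes were at -0.46, -0.92 and 0.10. At d4 after 6 Gy Hbb-bt was at -4.68, with an adjusted p of 0.057 over all probes and of 0.000595 when adjusted over the list alone. Adjusted that way, 1 change of the first week was upward, Slpi at d4 after 3 Gy (1.15, adjusted p = 0.043), and 5 were downward. In the deposited values 4 changes were upward and none downward in the first week, namely Hbb-bt at h2 after 1 Gy (1.65), Pf4 (1.39) and Pdgfrl (1.02) at d4 after 6 Gy, and Hebp2 at d7 after 6 Gy (1.27). At d21, Hba-a1, Hbb-bt, Pirb and Pf4 had no usable sham value among the scanner values.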

## 4. Discussion

Hematological perturbation after radiation exposure has been documented in humans and other species [48,49,50]. A damage-compensating enhanced proliferation of stem cells dominated responses at low IR doses (≈ 0.2–0.3 Gy) to replenish irreparably affected hematocytes. These responses were overwhelmed or defective at IR dose exposures > 0.5 Gy and a steady decrease in the counts of lymphocytes and thrombocytes was noted and exacerbated by increased IR dose. Doses > 4.5 Gy or cumulative doses > 8 Gy induce red bone marrow (RBM) hypoplasia with inhibition of all blood cell lineages. The high levels of radiation dose exposures were associated with a poor prognosis and were generally lethal. In agreement with these clinical observations, recent work from our lab established a correlation between the RNA integrity number (RIN) retrieved from blood samples and radiation dose in mice [50]. Late time points (>7 days) after exposure to high doses (>5 Gy) yielded lower RNA quantity and quality in concordance with the reported leukocytopenia and recovered only in lower dose exposures. Results of the current study showed that mice that received 20 Gy did not survive past day 7 and transcription in skin biopsies from these mice was stalled with a predominant downregulation of a large number of genes as early as h2 after irradiation. 

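Of the 2761 SDTGs of 20 Gy at h2, 2492 (90.3%) were past the threshold in the same direction against the sham arrays of scanner 1 alone, which were read like every 20 Gy array. At d4 the share was 93.6% (3172 of 3390) and at d7 60.0% (332 of 553). Of the 977 SDTGs of the deposited normalized values at h2, 201 were SDTGs in the same direction among the scanner values and 38 in the opposite direction. At d4 these counts were 220 and 47 of 941, and at d7 252 and 0 of 1026.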

Animals that were exposed to sublethal doses (1, 3, 6 Gy) survived the full-time course of the study (28 days). Transcriptional changes in biopsies after sublethal exposures involved smaller numbers of SDTGs relative to that after lethal exposure. 

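Pooled over the 9 comparisons of the first week, 594 SDTGs were higher than in sham after 1, 3 and 6 Gy and 63.0% of all SDTGs were lower, nearly all of them at d4 after 3 Gy. Over the late time points, 0 were higher and 14 lower in limma's test. After 20 Gy 40.9% of the pooled SDTGs were lower (2740 of 6704). These shares depended on the scaling of the arrays, with 8.89% lower in the first week after sublethal doses, 62.9% at the late time points and 70.5% after 20 Gy in the deposited normalized values. With the log ratio of the scanner software the shares were 41.9% in the first week and 57.8% after 20 Gy, and with scanner as a block 42.9% and 42.1%.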

The affected SDTGs after sublethal exposures were mainly upregulated during the first post-exposure week, many of which shifted to a downregulation state at later TPs, mimicking responses observed after a lethal dose. 

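Of the probes that were SDTGs upward at some time point of the first week, 0 after 1 Gy, 583 after 3 Gy and 11 after 6 Gy, none was an SDTG downward at d21 or d28 in limma's test. At an unadjusted p under 0.05 with the same fold change, 8 of 272 probes after 1 Gy, 20 of 1295 after 3 Gy and 5 of 193 after 6 Gy were. The SDTGs downward at d21 or d28 numbered 5 after 1 Gy, 3 after 3 Gy and 6 after 6 Gy. Among the deposited normalized values, 0 of 291 probes after 1 Gy, 0 of 117 after 3 Gy and 2 of 409 after 6 Gy (0.489%) were upward in the first week and downward later. At an unadjusted p these were 54 of 496 (10.9%), 4 of 171 (2.34%) and 109 of 622 (17.5%).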

The proportion of genes that reverted to downregulation during the later TPs increased with increasing IR doses within the sublethal IR range. This longitudinal regulation pattern suggested a potential late deleterious effect for high sublethal doses (i.e., 6 Gy). The impact of these transcriptional modulations on animal health was beyond the study time course, however, they aligned with the deleterious long-term effects of radiation in the stochastic sublethal range [51].

The early divergence in transcription responses in lethal and sublethal IR doses provided an excellent tool for detecting the intensity of the exposure, guiding triage, and predicting outcomes. For example, no changes in thrombocyte and neutrophil counts were found during the first post-exposure week and it took 36 and 31 days after a 1 or 3 Gy dose, respectively, to reach the lowest cell counts [18]; however, results in this report identified many SDTGs that could predict thrombocytes and coagulation functional abnormalities via modulations of the GP6 signaling and the intrinsic prothrombin activation pathways as early as h2 after exposure. The activation of coagulation signaling at sublethal doses (1–6 Gy) and inactivation after a lethal IR dose were consistent with the correlation of the increase of coagulation instability and increased doses of IR exposure.

Modulations in several types of collagens were a major identifier of the GP6 signaling and the intrinsic prothrombin signaling pathways. The disrupted transcription of different types of collagens identified here was congruent with similar modulations in collagen synthesis in patients treated with radiation for head and neck cancer [52] or from in vitro experiments using irradiated fibroblasts [53]. The downregulation of collagens has a multitude of implications on cell biology. Some of these implications are direct, as seen in the reported changes in skin structure and functions after radiation [35,52,53,54,55], or in the increased bleeding [56,57] upon changes in collagen–platelet interactions, which trigger the activation of platelets and initiate the coagulation cascade. While these interactions were likely to contribute to the mid or late effects of radiation as the transcriptional changes are translated into a modified extracellular matrix structure or composition, immediate impacts of collagen transcription modulations mediated by the intracellular processes associated with or secondary to collagen translation, post-translational modifications, and intracellular assembly and transport occur much earlier. These effects were not limited to skin cells but include leukocytes because they express collagens under different conditions, including wound healing and in response to stress [58].

A reduction in the secretory vesicles that transport the procollagen to extracellular locations due to downregulation in several types of collagen would affect the interlinked process of transport of the calcium-loaded matrix vesicles [59]. As such, decreases in collagen synthesis would indirectly alter calcium deposition, which postulates a possible explanation to the reported susceptibility of cancer patients to bone fractures after radiation therapy [60,61,62,63,64]. Accumulation of calcium-loaded matrix vesicles and possible non-specific release in reduced collagen secretory vesicle conditions would also indirectly affect the homeostasis of coagulation frequently seen after radiation exposure [65]. The important role of the different types of cell vesicles in the delivery of a wide variety of cell cargo, including collagen, to the extracellular matrix and neighboring cells, would affect hematopoiesis and coagulation, among other functions. Identification of the actin cytoskeleton signaling pathway among the top affected pathways during the first post-exposure week supports alterations in secretory vesicles by radiation. Similarly, the secretory vesicles are known to transport Wnt proteins [66], which regulate calcium inside the cell via regulation of the noncanonical Wnt/calcium pathway. Although this pathway was identified as modulated and did not meet the significance threshold adopted here, several findings such as the identification of calcium signaling, actin cytoskeleton signaling, and downregulation of calmodulin-like 5 (CALML5) at the lethal IR dose and late TPs of sublethal doses point indirectly to a modulation of the Wnt/Ca pathway by radiation, which result in hematopoiesis and hematological alterations [67].

Collagens expression was implicated in vasculature damage [68]. Depending on the exposure intensity, injuries to vasculature ranged from reduced lumen diameter to ample macro- or microvessels loss. At low doses, the damage was lessened by the activation of detoxification mechanisms, repair and turnover of damaged molecules, or through an increase in the cell proliferation that replaces irreparable or apoptotic cells. High doses were associated with irreversible damages [69]. Alterations in collagen synthesis by dysfunctional mesenchymal stem cells (MSCs) were linked to T cell large granular lymphocyte leukemia pathophysiology [70] and many preclinical animal studies showed that MSCs can enhance regeneration of tissues and accelerate angiogenesis and re-epithelialization [71], potentially via synthesis of extracellular vesicles [72]. Interestingly, the advantages of using MSCs in the management of accidentally IR exposed individuals were attributed to its secretory activity, primarily the anti-inflammatory effects of the extracellular vesicles (EVs) [73]. This was supported by the alleviatory effects of none-irradiated mouse serum to radiation-induced hematopoietic system damages via improvements of the systemic environment and exosomal functions [74]. Other reports have linked the decrease in the synthesis of different collagen types to hematopoiesis and Th1/Th2 responses [75,76,77,78,79], which supports a correlation of the variety of modulated collagen transcription in this work and the hematological changes following radiation exposure. The multiple observations correlating modulations of collagens to cell survival and other important organ functions, including hematological systems, before deposition in the extracellular matrix were intriguing and need a further investigation. Indications of vesicle involvement and cotransport of important cargo, in addition to collagens, pose a potential mechanism for future studies.

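The kallikrein genes Klk5 and Klk6 were measured besides Klk7 and Klk8, and Klk3 was not analysed here. After 20 Gy, Klk5 (NM_026806) fell by 2.61 (standard error 0.92, limma adjusted p = 0.032) at h2, by 2.39 (adjusted p = 0.040) at d4 and by 1.49 (adjusted p = 0.652) at d7 on the log2 scale, with -0.92, -0.71 and -0.85 in the deposited normalized values. Klk6 (NM_011177) was at -1.26, -0.83 and -0.30, with adjusted p of 0.210, 0.405 and 0.970. At d28 after 6 Gy, Klk5 was at -2.00 (adjusted p = 0.421) and Klk7 at -1.33 (adjusted p = 0.606), with deposited values of -1.12 and -1.75. Klk6 at d28 after 6 Gy was at 0.15.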

The downregulation of serin protease kallikrein (3, 5-8)-related peptidases 3,5-8 (*KLK 3, 5-8*) after a lethal dose and in several later TPs after sublethal IR doses would translate to a disruption in the coagulation signaling and contribute to coagulopathies and other cutaneous symptoms reported in affected patients [80,81]. These genes were upregulated at all the TPs when significantly identified during the first week after sublethal exposure, suggesting survival advantages in addition to their wide applications as a marker for several diseases [81].

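Over the first week after sublethal doses, none of Klk5, Klk6, Klk7 and Klk8 passed the threshold of limma's test. The highest log2 fold changes were at d7 after 3 Gy. They came to 2.71 for Klk5 (standard error 1.00, limma adjusted p = 0.486), while the log2 ratio of Klk8 was 5.06 ± 0.45 (SD, n = 3 arrays) after 3 Gy and 2.57 ± 2.04 (SD, n = 4 arrays) in sham (adjusted p = 0.486). The log2 ratio of Klk7 was 7.89 ± 0.27 (SD, n = 3 arrays) after 3 Gy and 5.83 ± 1.33 (SD, n = 4 arrays) in sham (adjusted p = 0.503). Besides these 3 changes, those of Klk7 at d7 after 1 Gy (-2.81) and of Klk5 at d4 after 3 Gy had an unadjusted p under 0.05, and no other change of the 4 genes in the first week did. At d4 after 3 Gy the values were -2.04 for Klk5 (adjusted p = 0.0885), -1.67 for Klk7 and -1.51 for Klk8, where the deposited normalized values gave 1.15, 1.06 and 1.23. In the deposited values the changes past the threshold were all upward. At h2 and d4 after 1 Gy they were those of Klk5 (1.03 and 1.50), Klk7 (1.28 and 1.39) and Klk8 (1.38 and 1.35). After 3 Gy they were those of Klk5 (1.15) and Klk6 (1.60, adjusted p = 0.035) at d4 and of Klk8 at h2 (1.13) and d4 (1.23), and after 6 Gy that of Klk7 at d7 (1.60, adjusted p = 0.038).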

Several other genes that play important roles in the function and development of erythrocytes were identified. The erythroblast membrane-associated protein (*ERMAP*) and the erythroid differentiation regulator (*Erdr1*) were among the few upregulated genes in response to lethal IR exposure. These two genes encode proteins that modulate erythrocyte adhesion properties [82] and negatively regulate cell migration and regulation [83], respectively. 

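The probe of Ermap was not well above background on any of the 4 arrays of 20 Gy at h2 or at d4, and was so on 1 of 3 arrays at d7, so that it was not tested. At d7 it was at least 1.31-fold higher after 20 Gy than in sham, a bound that is open to dye bias since dyes were not swapped. Erdr1 was not analysed here.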

Other erythrocyte-related genes such as the hemoglobin subunit α 1 and 2 (*HBA1* and *2*), hemoglobin subunit β (*HBB*), hemopexin (*HPX*), heme binding protein 2 (*HEBP2*), and hemojuvelin BMP co-receptor (*HJV*) were downregulated at all TPs after lethal IR exposure and sporadically at TPs of sublethal exposures including early TPs. These genes encode subunits of hemoglobin and other accessory proteins that play important roles in blood coagulation, platelet aggregation, nitric oxide transport, oxygen transport, peroxide catabolism, hemopoiesis, glutathione metabolism, bicarbonate transport, the collapse of mitochondria membrane potential, calcium transport, positive regulation of transcription from RNA polymerase II promoter, and iron ion homeostasis. 

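Hemopexin, Hpx, was not well above background on any array of 20 Gy, and it was at least 1.11-fold lower than in sham at h2 and at least 1.06-fold lower at d7, with no bound to give at d4. Hemojuvelin, Hjv (NM_027126), was at -0.94 (standard error 0.85) at h2, -2.32 (standard error 0.85, limma adjusted p = 0.031) at d4 and -0.78 (standard error 0.92) at d7, the probe being well above background on 1 of 3 arrays at d7. The deposited normalized values of Hjv were -0.79, -1.26 and -1.06, and those of Hpx -0.34, -0.29 and -0.38, none of the latter past the threshold. Among the early sublethal time points, Hjv was at -1.71 (adjusted p = 0.121) at d4 after 3 Gy.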

The differential transcription of these sets of genes and corresponding functional damages provide new insights into the clinically observed dysfunctions after irradiation [84]. Other SDTGs important for the functions of platelets and leukocytes, including the secretory leukocytes peptidase inhibitor (*SLP1*) and plasminogen (*PLG*), were upregulated after lethal IR dose and late TPs (d21, d28) after large sublethal doses. 

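The secretory leukocyte peptidase inhibitor gene Slpi (NM_011414) had a log2 fold change of 3.20 (standard error 0.50, limma adjusted p = 1.3e-06) at h2 after 20 Gy, 2.57 (standard error 0.50, adjusted p = 6.4e-05) at d4 and 1.47 (standard error 0.54, adjusted p = 0.130) at d7, with 2.00 at both d4 and d7 in the deposited normalized values. With each array's ratios centered on their median, the change at h2 came to -0.02. At d21 and d28 Slpi was at 0.86 and -0.14 after 3 Gy, and at -0.12 and 0.45 after 6 Gy, none past the threshold. Plasminogen, Plg (NM_008877), was not well above background on any sham array at h2 and d4, where it was at least 1.58-fold and 1.88-fold higher after 20 Gy. At d7 it was at 1.98 (standard error 0.64, adjusted p = 0.0613), and well above background on 3 of 3 arrays after 20 Gy and 2 of 4 in sham. At d28 after 3 and 6 Gy Plg was at 0.49 and 0.24, with adjusted p of 0.938 and 0.913.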

The PLG gene encodes an inactive form of a serine protease that cleaves many extracellular matrices and blood clot components [85] while the SLP1 encodes a serine proteases inhibitor with antimicrobial properties that protects epithelial surfaces as a part of innate immune responses [86]. The leukocyte immunoglobulin-like receptor B3 (*LILRB3*) and the platelet-derived growth factor-like (*PDGFL*) were downregulated after the lethal IR dose and upregulated at d4 after 6 Gy exposure. 

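At d4 after 6 Gy, the log2 fold change of Pirb was -0.13 (standard error 0.79, limma adjusted p = 0.952) and that of Pdgfrl was -0.69 (standard error 0.60, adjusted p = 0.550). In the deposited normalized values Pirb was at 0.74 (adjusted p = 0.131) and Pdgfrl at 1.02 (adjusted p = 0.0185). Pirb after 20 Gy was at -0.97, -0.74 and -0.93 at h2, d4 and d7 in the deposited values, and Pdgfrl at -1.65, -1.22 and -1.88.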

The LILRB3 protein is thought to ameliorate inflammatory responses and limit autoreactivity by binding to MHC class I molecules on antigen-presenting cells and might confer a survival advantage when upregulated, and the PDGFL protein has tumor suppression properties. Correcting hematological damages after sublethal IR exposures are possible and are likely to improve survival rates, however, lethal IR doses resulting in immediate and long-term damages to different tissues, including the substantial bone marrow suppression that prevents recovery, is still a challenging task because they are associated with the long-lived free radicals and reactive oxygen species with an abundance of pro-inflammatory cytokines/chemokines [54] and often exacerbated with burns, wounds, or trauma from blasts injuries.

In addition to the use of granulocyte–colony stimulating factor (G-CSF), keratinocyte chemoattractant (KC), and controlling hematological damages after sublethal doses to improve survival after exposure to sublethal range doses [87], targeting the hematological instability through correction of the transcription of genes underlying the abnormalities in GP6 signaling, intrinsic prothrombin signaling pathways, and microenvironment of hematopoiesis might improve outcomes after IR exposure. Extending the findings of this work to use in radiation countermeasures requires additional investigations using human specimens.

## Figures and Tables

**Figure 1:**
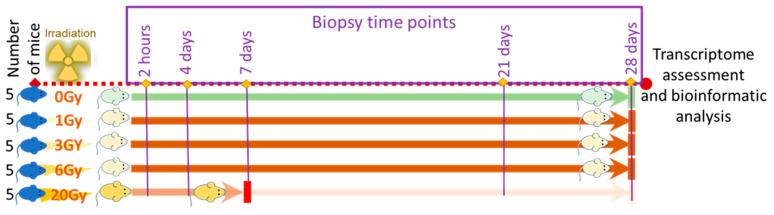
Study design.

**Figure 2:**
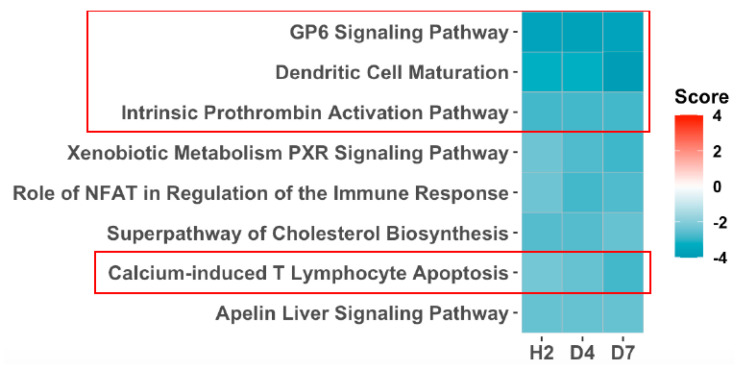
Pathway enrichment analysis of SDTGs (*p* ≤ 0.05 and FC ≥ 2) after exposure to the lethal dose (20 Gy). Pathways that did not pass filtration criteria (z-scores ≥ Abs 2 and −log *p* ≥ 1.3) at a time point are dotted.

**Figure 3:**
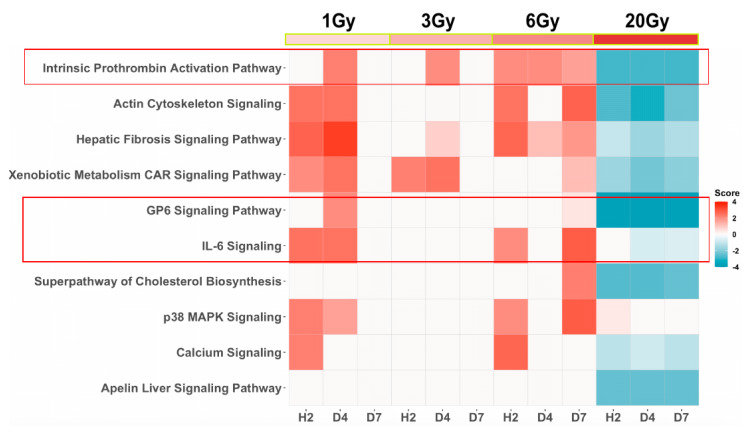
Pathway enrichment analysis of SDTGs (*p* ≤ 0.05 and FC ≥ 2) in biopsies collected during the first week after exposure to lethal and sublethal IR doses.

**Figure 4:**
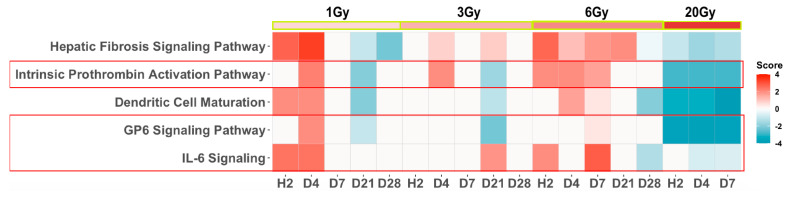
Pathway enrichment analysis of SDTGs (*p* ≤ 0.05 and FC ≥ 2) from all TPs and IR doses (pathways z-scores > Abs 2.75 and −log *p* > 4 or *p* <0.0001). Pathways in red boxes contribute to hematological homeostasis.

**Figure 5:**
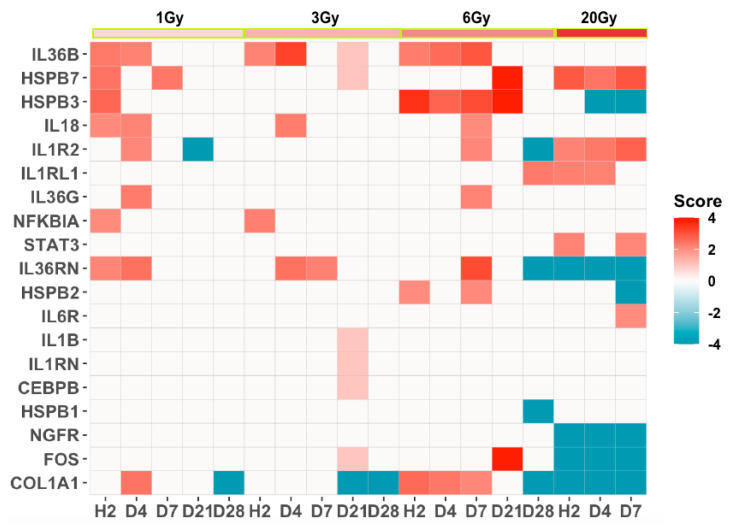
Heatmap of the SDTGs (FC > 2 and −log *p* > 1.3) enriched to the IL-6 signaling pathway.

**Table 1:** Significantly differentially transcribed genes underlying the identification of GP6 signaling and intrinsic prothrombin signaling pathways. These two pathways share several key genes (*p* ≤ 0.05 and FC ≥ 2). Red-filled cells indicate upregulation and green-filled cells indicate down-regulation.

GP6 Signaling	Intrinsic Prothrombin	Symbol	Entrez Gene Name	1 Gy					3 Gy					6 Gy					20 Gy		
				h2	d4	d7	d21	d28	h2	d4	d7	d21	d28	h2	d4	d7	d21	d28	h2	d4	d7
×		LAMB1	laminin subunit bate 1																2.078		2.041
×	×	COL1A1	collagen type I alpha 1 chain		2.44			−2.485				−2.467	−2.007	2.612	2.378	2.1		−2.314	−24.32	−23.33	−35.28
×	×	COL1A2	collagen type I alpha 2 chain				−2.063					−2.935							−22.21	−20.32	−31.16
×	×	COL2A1	collagen type II alpha 1 chain									−2.093		2.306	2.587				−3.441	−2.971	−4.35
×	×	COL3A1	collagen type III alpha 1 chain				−2.081					−3.277							−31.75	−26.58	−47.74
×		COL4A4	collagen type IV alpha 1 chain																		−2.175
×		COL5A1	collagen type V alpha 1 chain																−4.282	−3.514	−5.265
×		COL5A2	collagen type V alpha 2 chain																−2.437		−2.762
×	×	COL5A3	collagen type V alpha 3 chain													−2.03			−3.209	−3.717	−4.282
×		COL6A1	collagen type VI alpha 1 chain																		−2.053
×		COL6A2	collagen type VI alpha 2 chain																−2.071	−2.024	−2.409
×		COL6A3	collagen type VI alpha 3 chain																−4.002	−3.526	−5.218
×		COL7A1	collagen type VII alpha 1 chain		2.143														−2.741	−3.039	−3.194
×		COL15A1	collagen type XV alpha 1 chain				−2.051					−2.231							−6.312	−5.899	−7.502
×		COL16A1	collagen type XVI alpha 1 chain																−2.501	−2.24	−2.314
×	×	COL18A1	collagen type XVIII alpha 1 chain																−2.287	−2.378	−2.218
	×	KLK7	kallikrein related peptidase 7	2.427	2.629			−2.687		2.092	2.015					3.021		−3.516	−2.416	−2.591	−2.46
	×	KLK8	kallikrein related peptidase 8	2.6	2.544				2.194	2.348	2.026					2.166			−2.366	−2.534	−2.983
×		CALML5	calmodulin like 5	2.045	2.438			−2.683								2.995		−3.383	−3.302	−3.33	−2.989

**Table 2:** Significantly differentially transcribed genes (SDTGs, *p* ≤ 0.05 and FC ≥ 2) with an impact on hematological functions. Red-filled cells indicate upregulation and green-filled cells indicate down-regulation.

Gene Name	1 Gy					3 Gy					6 Gy					20 Gy			Location
	h2	d4	d7	d21	d28	h2	d4	d7	d21	d28	h2	d4	d7	d21	d28	h2	d4	d7	
*Erythroblast membrane associated protein (ERMAP)*															2.86	2.88	3.07		Cytoplasm
*Erythroid differentiation regulator 1 (EErdr1)*															2.40		2.32		Other
*HBA1/HBA2 hemoglobin subunit α 1 and 2*	2.00											−2.18			−2.72	−3.70	−6.39	−4.40	Extracellular space
*Hemoglobin subunit β (HBB)*	3.15	2.31					−2.12	2.35				−2.83			−3.01	−3.41	−6.06	−4.87	Cytoplasm
*Hemopexin (HPX)*										2.22									Extracellular space
*Hemicentin 2 (HMCN2)*													2.41			−2.79	−2.70	−2.73	Cytoplasm
*Heme binding protein 2 (HEBP2)*	2.19	2.26	2.03	2.04							2.78	2.54	2.31	3.46		−2.15	−2.06	−2.33	Extracellular space
*Hemojuvelin BMP coreceptor (HJV)*																	−2.40		Plasma Membrane
*Secretory leukocyte peptidase inhibitor (SLP1)*									2.01						2.19	4.73	4.00	3.99	Cytoplasm
*Plasminogen (PLG)*										2.26						2.28	2.36	2.51	Extracellular space
*Leukocyte immunoglobulin like receptor B3 (LILRB3)*												2.01				−2.90	−2.36	−2.85	Plasma Membrane
*Platelet factor 4*												2.62						−2.36	
*Platelet derived growth factor like*									−2.53			2.03				−3.14	−2.33	−3.67	Plasma Membrane

## Data Availability

Minimum information about a microarray experiment (MIAME)-compliant intensity, quality, and normalized ratio data for this series of experiments have been deposited in the gene expression omnibus (GEO) database maintained by the National Center for Biotechnology Information (accession No. GSE185149).

How the deposited data were processed for this re-analysis (not part of the article)

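Skin biopsies of male C57BL/6 mice that had received sham treatment or whole-body X-rays of 1, 3, 6 or 20 Gy were measured at h2, d4, d7, d21 and d28, those of 20 Gy up to d7. In all there were 82 arrays of 24 mice on 26 slides, each with up to 4 of these arrays, in 23 groups of dose and time point, 19 of them with at least 3 arrays and 4 with 2. Dose, time point and mouse of each array were taken from the sample labels. The paper gives 5 animals per group, and all arrays named by the labels were used. The paper and the labels name the labelling kit differently, and the scanner output names 2 scanner models and software versions, where the paper names one of each.

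The authors scanned each array and extracted it with Agilent's Feature Extraction software, and they deposited for each spot the median pixel intensity of both channels and of the local background, without normalization. The deposited log10 ratio of each spot is that of Cy5 (biopsy) over Cy3 (reference RNA), made by the scanner software after its own background subtraction and dye normalization. The authors also deposited a table of normalized log2 values for the same arrays, which they made by steps that the paper's text does not name beyond the use of custom R scripts. Of its 41267 entries, 41174 were matched to a probe by name, and each column was set against the scanner values of its own array. The flags of the scanner software for background, saturation and outliers were used as deposited.

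From there, the analysis used R 4.3.3 with limma 3.58.1, data.table 1.17.8 and statmod 1.5.0. Each array has 45018 spots, of which 1639 are controls and 43379 are not. The median spot signals took the place of the mean signals named in the design, which were not used here. The background was corrected by normexp with an offset of 50, fitted on all spots, and the log2 ratio of Cy5 over Cy3 was normalized within each array by loess. Control spots and spots called outliers by the scanner software were then left out (11799 values, 0.349% of all), saturated spots were kept, and spots of the same probe were averaged, which gave 41174 probes. A probe was tested if it was well above background in the Cy5 channel on at least 50% of the arrays of some group, and 30293 probes were. Dyes were not swapped, so that a dye effect that is the same on all arrays drops out of the comparisons between groups, while the bounds given for dim probes stay open to it. A bound is the mean of the brighter group over the dim group's mean of, per array, the higher of the lowest signal among probes well above background and the probe's own, on normalized signals.

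Gene symbols were taken from the accession of a probe through a RefSeq gene table of the assembly GRCm38.p6, and 27572 probes (67.0%) of 18690 genes had one. The 2 array designs gave different accessions for 8868 probes, and 19 of these differed in symbol. A gene with several probes was represented by the probe of highest mean log2 intensity over all arrays, chosen without regard to the groups. Genes named by the study were matched to mouse symbols, CALML5 being taken as Calm4, LILRB3 as Pirb and PDGFL as Pdgfrl. The genes named in the text come from Tables 1 and 2, Fig. 5 and the text of the paper, though not all of those are named, from a marker list (Dcn, Lum and Sparc) and from a rule that takes for each dose the 3 genes with the largest mean rise and the 3 with the largest mean fall among probes with a symbol past the threshold in the same direction at 2 or more time points, which for 20 Gy meant all 3. One of the genes that this rule selects is not reported here.

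Signal over background sets what could be measured. The share of probes well above background in Cy5 had a median of 52.6% over all arrays, and of 56.4% in sham, 53.1% after 1 Gy, 54.9% after 3 Gy, 55.8% after 6 Gy and 43.4% after 20 Gy. The median Cy5 intensity of an array was between 22 and 74 on scanner 1 and between 62.5 and 114.5 on scanner 2, and the median Cy3 intensity was between 64.5 and 161 over all arrays. The number of arrays limits the precision of a mean, and groups of 2 share the spread of the others in the model.

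All 82 arrays entered one linear model with a mean for each group, fitted by lmFit and eBayes of limma. Each irradiated group was compared with sham of the same time point, which gave 18 comparisons. As in the paper, a significantly differentially transcribed gene (SDTG) had a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, and it was counted in probes. Lists of genes were tested as sets by fry and given as the median log2 fold change, with camera as an alternative. Differences between doses and between time points were tested as contrasts of the same model. The lists were the 17 genes of the GP6 pathway and the 8 of intrinsic prothrombin activation in Table 1, a list of p53 targets, and 12 marker lists of adipocyte, dendritic and Langerhans cell, epidermis, erythroid, fibroblast and matrix, growing hair follicle, lymphocyte, neutrophil and monocyte, platelet, proliferation, skeletal muscle and sterol synthesis genes.

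The model was tested on simulated data with 200 of 27196 probes changed by 2 on the log2 scale. It found 93% of them at d7 after 1 Gy, 95% at d4 after 3 Gy, 91% at d21 after 6 Gy, 96% at h2 and 89% at d7 after 20 Gy, with between 1 and 7 false calls. When a shift between scanners was added, it found 84.5% at d4 after 3 Gy with 37 false calls, and 97% with 2 false calls once scanner was a block.

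The arrays were read on 2 scanners and 4 scan days. Every array of 20 Gy was read on scanner 1, as were 8 of the sham arrays and a few of the sublethal doses at h2 and d4. The mice were biopsied repeatedly, so that the mouse numbers in the labels pair the time points of a dose, and the correlation within a mouse was 0.118, against 0.269 within a slide. Sham and irradiated animals were different mice and could not be paired.

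For the numbers and shares of SDTGs, the gene lists, the changes of Tables 1 and 2 followed over the alternatives and the differences of 20 from 6 Gy and of late from first-week effects, 11 processing alternatives were run where the arrays allowed. They were the log ratio of the scanner software, centering on the median in place of loess, quantile normalization of the average intensities after loess, the deposited normalized values, no filter on dim probes, all sham arrays as the reference, scanner as a block, each scanner alone, slide as a random block and mouse as a random replicate block. Each of the 24 mice was also left out in turn. The difference between scanners within sham was run under 3 of the alternatives, and the differences between time points of 20 Gy and between sublethal doses with the deposited normalized values and with scanner as a block. On scanner 2 the sham arrays of the former were all of mouse M002 but that of M003 at d7, so that it holds a difference between mice as well. For the Fig. 5 genes and Klk5 and Klk6 only the log ratio of the scanner software, the deposited normalized values, scanner 1 alone and scanner as a block were run. For some results an unadjusted p, 1 probe per gene, only the groups compared, and camera were added. A further 3 were chosen after seeing the data, namely slide removed with dose and time point kept, scan day as a block, and leaving out 15 arrays whose Cy3 profile had a correlation under 0.95 with the mean of the others, the lowest being 0.691. The pathway software, clustering, hematology and survival were not analysed here, nor were Col6a3, Erdr1, Hmcn2 and Klk3. The pathway of dendritic cell maturation was not analysed here either.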

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

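The tests of an adjustment by slide and of a carry-over from d7, and the comparison of the Cy3 channel between arrays, were chosen only after the results were seen, as were the alternatives with scan day as a block and without arrays of an unlike Cy3 profile.

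Over the GP6, prothrombin and p53 lists, 45 sets of arrays of one group were searched for an array far from the others by Dixon's test, which singles out about 1 in 20 groups by chance, and 3 were found. The mean log2 ratio of the GP6 genes was 0.92 in sham mouse M002 at h2, where the other 3 arrays lay between 2.51 and 2.64. That of the prothrombin genes was 3.00 in the same mouse at d4, where the others lay between 3.86 and 4.00. In mouse M018 at d4 after 6 Gy the GP6 genes were at 0.95 and those of the other 3 arrays between 2.13 and 2.28. The 2 lists share genes, so that these are not independent findings. M002 was the only sham array read on scanner 2 at h2 and at d4, so that mouse and scanner cannot be told apart there. At d7, where each scanner read 2 sham arrays, the GP6 genes were at 1.49 in M002 and 1.78 in M003 on scanner 2 and at 1.60 in M001 and 1.28 in M005 on scanner 1, with no gap between scanners. M018 was read on scanner 2 like M016 and M020, which were at 2.27 and 2.13, so that the scanner alone does not set it apart. Its Cy3 profile had a correlation of 0.907 with the other arrays, against a median of 0.987 over all arrays, and a fault of that hybridization may contribute. Without M002 the number of SDTGs at d4 after 6 Gy was 757, and without M018 it was 19, against 12 with all arrays. The share of dermis in these biopsies was not tested, and since each array is 1 mouse of its group, no biological explanation was tested.

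The effect of 20 Gy differed between time points. The difference between the effects at d7 and h2 passed the threshold for 1680 probes, 578 higher and 1102 lower at d7, and that between d7 and d4 for 1903 probes, 765 higher and 1138 lower. Only 2 probes differed between d4 and h2, both without a gene symbol (A_52_P169381 and A_52_P940978, named after their values were seen), and 125 did at an unadjusted p. The same mice were biopsied at h2 and d4, but no fit with mouse as a block was run for this difference. The small number therefore does not exclude changes within mice. The GP6 genes were lower at d7 than at h2 by a median of -0.83 (fry, adjusted p = 0.00783, 14 of 16 genes below 0) and than at d4 by -0.74 (adjusted p = 0.0243, 13 of 16 genes). Scanner does not account for the numbers, which were 1665, 1888 and 2 with scanner as a block. Among the deposited normalized values limma found no probe for any of the 3 differences, and none at an unadjusted p, and the GP6 medians were -0.23 and -0.27. The arrays of 20 Gy at h2 lay on 1 slide and those at d4 on another, and only that of M022 at d7 shared a slide with sham. Slide and time point thus cannot be told apart. The arrays of 20 Gy at d7 were also scanned on another day than those of h2 and d4, and their Cy3 profile was unlike theirs. After slide was removed with dose and time point kept, the log2 fold changes at h2 came to a correlation of 0.678 across probes with the deposited ones. A change that grows with time after 20 Gy thus stays open as an untested hypothesis of biology. So do a difference of the slides at h2 and d4 and one of scan day or Cy3 profile at d7.

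Among the 18 Table 1 genes tested, the effects of 20 Gy and 6 Gy differed, adjusted over the list alone, for 1 gene at h2 and 7 genes at d7, and for none at d4 in limma's test, where 1 passed when adjusted over all probes and 3 at an unadjusted p. The list was chosen by the study on these samples, so that this is not independent evidence. At h2 Col4a4 was 0.79 higher after 20 Gy than after 6 Gy. At d7 Col3a1 (-4.32), Col1a1 (-3.53), Klk8 (-3.16), Calm4 (-2.72), Col1a2 (-2.41) and Col18a1 (-1.23) were lower after 20 Gy and Col4a4 was 0.69 higher. Adjusted over all probes, 5 of the 7 passed at d7, and at h2 Col4a4 passed and so did Col2a1, which was lower after 20 Gy (-2.22, adjusted p = 0.0465). With scanner as a block 5 genes were lower at h2, 4 at d4 and 12 at d7, and with the deposited normalized values 17, 17 and 14. At d7 3 genes were lower with centering on the median and 4 with scan day as a block, chosen after seeing the values, where the median difference at d7 came to -0.38 from -1.22. The direction at d7 thus held under these alternatives and its size did not, so that scan day stays open as part of it, whereas the slides of 20 Gy at h2 and d4 held no other group and cannot be told apart from the dose.

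The effect of 1 Gy differed between the late time points and the first week for 1 of the 18 genes, Col18a1, which was 1.42 higher later, adjusted over the list alone. It did not pass over all probes (adjusted p = 0.452). With scanner as a block it was 1.32 higher and with scan day as a block, chosen after seeing the values, also 1.32, past the threshold over the list alone in both. It no longer passed with centering on the median (1.83), with all sham arrays as the reference (0.62), without M003 (0.93) or, chosen after seeing the values, with slide removed (0.68). Col18a1 was 0.55 higher in the deposited normalized values, and 8 of the genes were lower. Every late array was read on scanner 2, some of them on a scan day that held no array of the first week, and sham held 2 arrays at each late time point. Scan day as the whole source is thus not supported, while a difference between slides, the sham mouse M003 and a biological change with time stay open.

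The Cy3 channel held the same reference RNA on every array, and the paper does not report on it by itself. Between the 5 arrays of d7 read on scanner 1 and the other 77 arrays, the median correlation across probes was 0.847, whereas it was 0.994 among the 5 and 0.971 among the 77. These 5 hold the 3 arrays of 20 Gy and 2 of the 4 sham arrays at d7. A different labelling or another lot of the reference may have set them apart, and neither was tested. Since all 3 arrays of 20 Gy at d7 are among them, their ratios carry this difference against the sham arrays of scanner 2, and on scanner 1 alone the number of SDTGs at d7 was 559, and 332 of the 553 found with all arrays passed there in the same direction. The reference is no sample of the design, so that no biological explanation was tested.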

How the results depend on the processing

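Every alternative below was set before the data were examined, apart from 3 that were chosen only after the results were seen, namely removing slide with dose and time point kept, scan day as a block, and leaving out the arrays of an unlike Cy3 profile. Where a single choice changed a result, the cause was not tested unless the construction of the alternative is named. Unless stated, changes of sign are listed here only for followed results that passed the threshold with or without the alternative. With the scanner values as first analysed, the number of SDTGs was 0 at h2, d4, d7 and d21 and 5 at d28 after 1 Gy, 0 at h2, 1590 at d4, 0 at d7, 0 at d21 and 3 at d28 after 3 Gy, 0 at h2, 12 at d4, 2 at d7, 0 at d21 and 6 at d28 after 6 Gy, and 2761 at h2, 3390 at d4 and 553 at d7 after 20 Gy.

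The list of intrinsic prothrombin activation at d7 after 20 Gy kept its direction and stayed past the threshold under all 13 alternatives that gave a value, with medians from -3.44 with the scanner software's log ratio to -1.16 on scanner 1 alone and adjusted p from 2.24e-19 to 0.0119. The GP6 list at d7 after 20 Gy stayed below 0 under the 13 alternatives, from -2.47 to -1.06, and past the threshold under all but centering on the median, its adjusted p ranging from 4.19e-15 to 0.264. The p53 targets at d4 after 6 Gy stayed above 0 under 15 alternatives, from 0.25 with slide removed to 0.89 with the scanner software's log ratio, and only centering on the median took them out of the threshold. At d4 after 20 Gy they were above 0 under every alternative but centering on the median. Quantile normalization of the average intensities between arrays moved no fold change, since it alters only the intensities and not the ratios. Without a probe filter, the lists kept their calls in all 18 comparisons.

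What the signal over background limits is the range of genes tested. On the arrays of 20 Gy a median of 43.4% of probes were well above background in Cy5, against 56.4% in sham, and 30293 of 41174 probes were tested. Some comparisons gave no value under an alternative. Scanner 1 alone holds no array of d21 or d28 and no array of a sublethal dose at d7, scanner 2 alone holds no array of 20 Gy, and leaving out the arrays of an unlike Cy3 profile removes d7 after 1 Gy and after 20 Gy.

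With the scanner software's own log ratio in place of normexp and loess, the number of SDTGs was 2 at d7, 7 at d21 and 8 at d28 after 1 Gy, 0 at d4, 11 at d7 and 2 at d21 after 3 Gy, 7 at d7 and 2 at d21 after 6 Gy, and 12661 at h2, 11250 at d4 and 4300 at d7 after 20 Gy. 57.8% of the SDTGs after 20 Gy and 41.9% in the first week after sublethal doses were lower than in sham. Among the lists, that of GP6 no longer passed the threshold at d4 (-0.58) after 3 Gy. For prothrombin activation the list no longer passed the threshold at d4 (-0.54) after 3 Gy. For the p53 targets the list changed sign at h2 (-0.47) after 20 Gy. Genes lower after 20 Gy than after 6 Gy numbered 1 at h2 and 14 at d7. 4874 probes differed between scanners within sham in limma's test (11371 at an unadjusted p under 0.05). The medians of the fibroblast and matrix, growing hair follicle, platelet, lymphocyte, dendritic and Langerhans cell, proliferation and sterol synthesis lists at d7 after 20 Gy moved to -2.90, -1.03, -0.49, -0.35, -1.28, -0.56 and -2.03. Among the 146 gene changes followed, some that passed the threshold in either fit changed sign. They were Calm4 (2.19) at h2 after 20 Gy and Col15a1 (2.24) and Hbb-bt (0.19) at d4 after 20 Gy. Of 146 changes of Table 1 and Table 2 genes, 22 newly passed and 6 no longer did. The 5 comparisons with no SDTG had between 1618 and 2710 probes at an unadjusted p. Here too the cause was not tested.

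Where each array's ratios were centered on their median, the number of SDTGs was 2 at d28 after 1 Gy, 0 at d4 and 18 at d7 after 3 Gy, 0 at d4, 0 at d7 and 3 at d28 after 6 Gy, and 11159 at h2, 7895 at d4 and 43 at d7 after 20 Gy. 98.8% of the SDTGs after 20 Gy and 0% in the first week after sublethal doses were lower than in sham. For the GP6 genes, the list newly passed the threshold at h2 (-2.61) and at d4 (-2.11) after 20 Gy and no longer passed it at d4 (-0.88) after 3 Gy and at d7 (-1.25) after 20 Gy. That of prothrombin activation newly passed the threshold at h2 (-2.52) and at d4 (-2.17) after 20 Gy and no longer passed it at d4 (-1.0) after 3 Gy. That of the p53 targets no longer passed the threshold at d4 (0.36) after 1 Gy, at d4 (0.27) after 3 Gy, at d4 (0.51) after 6 Gy and at d7 (0.31) after 20 Gy and changed sign at h2 (-1.83) and at d4 (-0.72) after 20 Gy. Lower after 20 Gy than after 6 Gy were the following numbers of genes, 7 at h2, 9 at d4 and 3 at d7. 0 probes differed between scanners within sham in limma's test (8254 at an unadjusted p under 0.05). Some of the 146 gene changes followed passed the threshold in either fit and changed sign. At h2 after 20 Gy they were Lamb1 (-1.89), Col1a1 (-2.81), Col1a2 (-1.89), Col7a1 (-2.72), Hba-a1 (-1.72), Slpi (-0.022), Col4a4 (-0.92) and Pf4 (-2.43). At d4 after 20 Gy it was Col7a1 (-1.92). Over 146 changes of single genes, 23 were newly past the threshold and 4 lost it. Where limma's test found no SDTG (11 comparisons), an unadjusted p gave 21 to 1812 probes. Again the cause was not tested.

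In the deposited normalized values, run through the same model, the number of SDTGs was 147 at h2, 223 at d4 and 14 at d7 after 1 Gy, 69 at h2, 108 at d4, 1 at d7, 57 at d21 and 0 at d28 after 3 Gy, 109 at h2, 210 at d4, 244 at d7, 5 at d21 and 38 at d28 after 6 Gy, and 977 at h2, 941 at d4 and 1026 at d7 after 20 Gy. 70.5% of the SDTGs after 20 Gy, 8.89% in the first week after sublethal doses and 62.9% at the late time points were lower than in sham. As a set, the GP6 list newly passed the threshold at d21 (-0.40) after 3 Gy and at h2 (-1.57) and at d4 (-1.59) after 20 Gy. It passed in either fit and changed sign at d4 (0.053) after 3 Gy and at d4 (0.51) after 6 Gy. Its sign also changed where it passed in neither fit, among others at d4 (0.29) after 1 Gy. After 6 Gy this was so at d7 (0.061) and d28 (-0.069). As for prothrombin, its list newly passed the threshold at h2 (0.53) and at d21 (-0.71) after 3 Gy and at h2 (0.85) after 6 Gy. After 20 Gy it newly passed at h2 (-1.73) and at d4 (-1.73). It passed in either fit and changed sign at d4 after 1 Gy (0.76), 3 Gy (0.15) and 6 Gy (0.78). Where it passed in neither fit, its sign changed among others at d28 (-0.43) after 1 Gy. After 6 Gy this was so at d7 (0.33) and d28 (-0.28). As to p53, its target list newly passed the threshold at d7 (0.21) after 6 Gy and at h2 (0.25) after 20 Gy, no longer passed it at d4 (0.12) after 1 Gy and changed sign at d21 (0.14) after 3 Gy. Between 20 Gy and 6 Gy, the number of genes lower after 20 Gy was 17 at h2, 17 at d4 and 14 at d7, and those lower at the late time points than in the first week 8 after 1 Gy, 9 after 3 Gy and 6 after 6 Gy. 0 probes differed between scanners within sham in limma's test (264 at an unadjusted p under 0.05). The median of the sterol synthesis list at d7 after 20 Gy moved to -0.87. Of the 146 gene changes followed, the following passed the threshold in either fit and changed sign. After 1 Gy they were Klk7 (1.28) at h2 and Col7a1 (1.1) and Klk8 (1.35) at d4. At d4 they were Klk8 (1.23) after 3 Gy and Col2a1 (1.37) and Pdgfrl (1.02) after 6 Gy. At h2 after 20 Gy they were Col1a1 (-4.60), Col1a2 (-4.47), Col7a1 (-1.45), Col15a1 (-2.66), Hba-a1 (-1.62) and Col4a4 (-0.12). At d4 after 20 Gy they were Col1a1 (-4.54), Col1a2 (-4.35), Col7a1 (-1.60) and Calm4 (-1.74). Other changes that passed in neither fit also changed sign. 55 of 146 changes of single genes newly passed the threshold and 1 lost it. 2 comparisons had no SDTG, and between 120 and 127 probes at an unadjusted p. For these changes the cause was not tested.

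Against all sham arrays of all time points together, the number of SDTGs was 4 at h2, 3 at d7, 46 at d21 and 216 at d28 after 1 Gy, 6 at h2, 5 at d4, 30 at d7, 24 at d21 and 29 at d28 after 3 Gy, 22 at d4, 1 at d21 and 90 at d28 after 6 Gy, and 2025 at d4 and 1775 at d7 after 20 Gy. 43.7% of the SDTGs after 20 Gy, 32.9% in the first week after sublethal doses and 28.1% at the late time points were lower than in sham. The GP6 list no longer passed the threshold at d4 (-0.70) after 3 Gy. The prothrombin list newly passed the threshold at d7 (-1.32) after 1 Gy and no longer passed it at d4 (-0.92) after 3 Gy. The p53 target list newly passed the threshold at d7 (0.10) after 1 Gy, at d7 (0.26) after 3 Gy and at d7 (0.21) after 6 Gy and no longer passed it at d4 (0.16) after 1 Gy. Genes lower at the late time points than in the first week numbered 1 after 3 Gy. The medians of the lymphocyte and proliferation lists at d7 after 20 Gy moved to -0.26 and 1.02. Of 146 changes of Table 1 and Table 2 genes, 21 newly passed and 3 no longer did. The 2 comparisons with no SDTG had between 11 and 32 probes at an unadjusted p. Here too the cause was not tested.

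When scanner entered the model as a block, the number of SDTGs was 3 at d4 after 3 Gy, and 25 at d28 after 6 Gy. 42.1% of the SDTGs after 20 Gy and 42.9% in the first week after sublethal doses were lower than in sham. Among the lists, that of GP6 no longer passed the threshold at d4 (-0.34) after 3 Gy. For prothrombin activation the list no longer passed the threshold at d4 (-0.70) after 3 Gy. For the p53 targets the list no longer passed the threshold at d4 (0.26) after 1 Gy. Genes lower after 20 Gy than after 6 Gy numbered 5 at h2, 4 at d4 and 12 at d7. Over 146 changes of single genes, 9 were newly past the threshold and 1 lost it. Where limma's test found no SDTG (9 comparisons), an unadjusted p gave 21 to 394 probes. Again the cause was not tested.

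Among the arrays of scanner 1 alone, where each sublethal group held 1 array that was assumed to vary like the other groups, the number of SDTGs was 6 at h2 and 18 at d4 after 1 Gy, 89 at h2 and 3863 at d4 after 3 Gy, and 2 at h2 and 954 at d4 after 6 Gy. 47.9% of the SDTGs after 20 Gy and 69.3% in the first week after sublethal doses were lower than in sham. For the GP6 genes, the list newly passed the threshold at h2 (-0.46) after 1 Gy and at h2 (-0.60) and at d4 (-0.48) after 20 Gy. That of prothrombin activation newly passed the threshold at h2 (-0.95) after 1 Gy and at h2 (-0.50) and at d4 (-0.56) after 20 Gy. That of the p53 targets newly passed the threshold at h2 (0.14) after 20 Gy. Lower after 20 Gy than after 6 Gy were the following numbers of genes, 10 at h2 and 8 at d4. The medians of the fibroblast and matrix and adipocyte lists at d7 after 20 Gy moved to -0.71 and -0.65. 23 of 112 changes of single genes newly passed the threshold and 2 lost it. For these changes the cause was not tested.

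Among those of scanner 2 alone, where sham held 1 array at h2 and 1 at d4, the number of SDTGs was 482 at h2, 3 at d4 and 0 at d28 after 1 Gy, 473 at h2, 5 at d4 and 0 at d28 after 3 Gy, and 513 at h2, 3 at d4, 0 at d7 and 0 at d28 after 6 Gy. 84.6% of the SDTGs in the first week after sublethal doses were lower than in sham. As a set, the GP6 list no longer passed the threshold at d4 (-0.31) after 3 Gy. As for prothrombin, its list no longer passed the threshold at d4 (-0.33) after 3 Gy. As to p53, its target list no longer passed the threshold at d4 (0.28) after 1 Gy and at d4 (0.34) after 3 Gy. Of 60 changes of Table 1 and Table 2 genes, 0 newly passed and 1 no longer did. The 9 comparisons with no SDTG had between 27 and 899 probes at an unadjusted p. Here too the cause was not tested.

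Taking slide as a random block, the number of SDTGs was 1 at d7 and 1 at d21 after 1 Gy, 1 at d28 after 3 Gy, 1 at d21 and 3 at d28 after 6 Gy, and 2132 at d4 after 20 Gy. 31.1% of the SDTGs after 20 Gy were lower than in sham. The GP6 list no longer passed the threshold at d4 (-0.71) after 3 Gy. The prothrombin list no longer passed the threshold at d4 (-0.95) after 3 Gy. Over 146 changes of single genes, 0 were newly past the threshold and 8 lost it. Where limma's test found no SDTG (6 comparisons), an unadjusted p gave 45 to 307 probes. Again the cause was not tested.

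Without the filter on dim probes, so that more probes were tested, the number of SDTGs was 3 at d7 after 1 Gy. 39.4% of the SDTGs after 20 Gy and 60.2% in the first week after sublethal doses were lower than in sham. 0 of 146 changes of single genes newly passed the threshold and 2 lost it. 8 comparisons had no SDTG, and between 64 and 584 probes at an unadjusted p.

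Counted as 1 probe per gene, which leaves fewer features, the number of SDTGs was 2 at d28 after 1 Gy, 0 at d28 after 3 Gy, 2 at d28 after 6 Gy, and 1683 at h2, 2079 at d4 and 347 at d7 after 20 Gy. 49.8% of the SDTGs after 20 Gy were lower than in sham. The 10 comparisons with no SDTG had between 47 and 417 probes at an unadjusted p.

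If only the groups compared entered the model, so that fewer arrays estimated the spread, the number of SDTGs was 0 at d28 after 1 Gy, 0 at d28 after 3 Gy, 0 at d4, 0 at d7 and 0 at d28 after 6 Gy, and 127 at d7 after 20 Gy. 45.8% of the SDTGs after 20 Gy were lower than in sham. Where limma's test found no SDTG (14 comparisons), an unadjusted p gave 38 to 549 probes.

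By construction higher, at an unadjusted p under 0.05 with the same fold change, the number of SDTGs was 354 at h2, 132 at d4, 260 at d7, 124 at d21 and 295 at d28 after 1 Gy, 280 at h2, 584 at d7, 203 at d21 and 429 at d28 after 3 Gy, 269 at h2, 359 at d4, 86 at d7, 65 at d21 and 467 at d28 after 6 Gy, and 855 at d7 after 20 Gy. 45.4% of the SDTGs after 20 Gy, 59.2% in the first week after sublethal doses and 56.7% at the late time points were lower than in sham.

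Tested by camera with an estimated correlation, among the lists, that of GP6 no longer passed the threshold at d4 (-0.96) after 3 Gy. For prothrombin activation the list no longer passed the threshold at d4 (-1.12) after 3 Gy. The p53 target list no longer passed the threshold at d4 (0.31) after 1 Gy, at d4 (0.25) after 3 Gy and at d4 (0.57) and at d7 (0.28) after 20 Gy, and the cause was not tested.

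After slide was removed with dose and time point kept, chosen after seeing the data, the number of SDTGs was 97 at h2, 4 at d4, 2 at d7, 1 at d21 and 9 at d28 after 1 Gy, 11 at h2, 710 at d4, 1 at d7 and 6 at d21 after 3 Gy, 29 at h2 and 53 at d4 after 6 Gy, and 650 at h2 and 569 at d4 after 20 Gy. 31.3% of the SDTGs after 20 Gy, 72.2% in the first week after sublethal doses and 40.7% at the late time points were lower than in sham. For the GP6 genes, the list newly passed the threshold at h2 (-1.13) and at d4 (-1.14) after 20 Gy and no longer passed it at d4 (-0.30) after 3 Gy. That of prothrombin activation newly passed the threshold at h2 (-1.18) and at d4 (-1.32) after 20 Gy and no longer passed it at d4 (-0.56) after 3 Gy. For the p53 targets the list newly passed the threshold at d7 (0.19) after 6 Gy and at h2 (0.19) after 20 Gy and no longer passed it at d4 (0.075) after 1 Gy. Between 20 Gy and 6 Gy, the number of genes lower after 20 Gy was 9 at h2 and 13 at d4. The medians of the adipocyte, lymphocyte and proliferation lists at d7 after 20 Gy moved to -0.10, -0.20 and -0.70. Followed gene changes that passed the threshold in either fit and changed sign were all of 20 Gy. They were Col1a1 (-5.33), Col1a2 (-5.26), Col7a1 (-1.13) and Col4a4 (-0.046) at h2. At d4 they were Col1a1 (-5.56), Col1a2 (-5.47) and Col7a1 (-1.37). Over 146 changes of single genes, 18 were newly past the threshold and 7 lost it. The comparison with no SDTG had 242 probes at an unadjusted p. The slides of 20 Gy at h2 and d4 held no other group. The dose effect kept there was thus taken from d7 by construction, so that those calls are no evidence about h2 or d4. For the other changes the cause was not tested.

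Scan day as a block was also chosen after seeing the data, and there, the number of SDTGs was 2 at d4, 1 at d21 and 14 at d28 after 3 Gy, 0 at d7, 1 at d21 and 39 at d28 after 6 Gy, and 274 at d7 after 20 Gy. 43.1% of the SDTGs after 20 Gy and 25.0% in the first week after sublethal doses were lower than in sham. As a set, the GP6 list no longer passed the threshold at d4 (-0.35) after 3 Gy. As for prothrombin, its list no longer passed the threshold at d4 (-0.59) after 3 Gy. That of the p53 targets newly passed the threshold at d7 (0.23) after 1 Gy and at h2 (0.016) after 20 Gy and no longer passed it at d4 (0.18) after 1 Gy and at d7 (0.12) after 20 Gy. Genes lower after 20 Gy than after 6 Gy numbered 7 at h2 and 5 at d4. The medians of the fibroblast and matrix and adipocyte lists at d7 after 20 Gy moved to -0.71 and -0.65. 9 of 146 changes of single genes newly passed the threshold and 5 lost it. 8 comparisons had no SDTG, and between 17 and 1291 probes at an unadjusted p. For these changes the cause was not tested.

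Leaving out the 15 arrays whose Cy3 profile was unlike that of the others, likewise chosen after seeing the data, the number of SDTGs was 1 at h2 and 0 at d28 after 1 Gy, 9 at d4 after 3 Gy, and 37 at d4, 0 at d7 and 1 at d28 after 6 Gy. 43.4% of the SDTGs after 20 Gy, 8.51% in the first week after sublethal doses and 75.0% at the late time points were lower than in sham. The GP6 list no longer passed the threshold at d4 (-0.85) after 3 Gy. The prothrombin list no longer passed the threshold at d4 (-0.88) after 3 Gy. As to p53, its target list no longer passed the threshold at d4 (0.20) after 1 Gy. Lower after 20 Gy than after 6 Gy were the following numbers of genes, 4 at h2 and 2 at d4. Of 117 changes of Table 1 and Table 2 genes, 4 newly passed and 1 no longer did. The 9 comparisons with no SDTG had between 26 and 352 probes at an unadjusted p. Here too the cause was not tested.

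The mice are numbered across the whole study, so that a number pairs the time points of a dose and not the doses. With mouse as a random replicate block, whose correlation within a mouse was 0.118, the number of SDTGs was 1593 at d4 after 3 Gy, 13 at d4 and 7 at d28 after 6 Gy, and 2771 at h2, 3365 at d4 and 554 at d7 after 20 Gy. The replicate block changed the call of 1 of 146 changes of single genes, that of Pdgfrl at h2 after 20 Gy, which came to -1.57 and newly passed the threshold, and it changed no other call.

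With each of the 24 mice left out in turn, the number of SDTGs ranged from 0 to 18 at h2 (highest without M005), from 0 to 78 at d4 (highest without M002), from 0 to 5 at d7, from 0 to 18 at d21 (highest without M002) and from 1 to 135 at d28 (highest without M002) after 1 Gy. After 3 Gy the range was from 0 to 84 at h2 (highest without M011), from 0 to 2650 at d4 (highest without M013), from 0 to 70 at d7 (highest without M002), from 0 to 13 at d21 (highest without M013) and from 0 to 137 at d28 (highest without M002). For 6 Gy it was from 0 to 757 at d4 (highest without M002), from 1 to 3 at d7, from 0 to 37 at d21 (highest without M002) and from 3 to 233 at d28 (highest without M002). At d7 after 20 Gy it went from 363 to 730 (highest without M005). The lowest value of 3 Gy at d4 was that without M001, and it was 1 without M004 or M005, 4 without M012, 3 without M014, 1004 without M015 and 2576 without M002. At d4 after 6 Gy the number was 0 without M004, M005 or M020, 2 without M016, 6 without M001, 19 without M009 or M018, 20 without M013 and 69 without M017. Sham mouse M002 gave the highest number in 10 of the comparisons when left out, those of 20 Gy at h2 (3125) and d4 (3941) among them. With a group of 2 arrays reduced to 1, the lone array was assumed to vary like the other groups, since the model pools the spread. Where limma found no SDTG with a mouse left out, between 25 and 2104 probes passed at an unadjusted p. The share of SDTGs lower than sham ranged from 35.2% (without M022) to 41.8% (without M009) after 20 Gy, from 14.3% (without M001) to 100% (without M004) in the first week after sublethal doses, and from 36.2% (without M015) to 100% (without M001) at the late time points. The GP6 list at d4 after 1 Gy went from -1.01 without M010, where it passed the threshold, to -0.35 without M009. At d4 after 3 Gy it went from -1.18 to -0.76 and lost the threshold in 13 of the 24 cases, and the prothrombin list went from -1.45 to -0.99 and lost it in 11. The p53 targets at d4 after 1 Gy went from 0.20 to 0.33 and lost the threshold in 9. Genes lower after 20 Gy than after 6 Gy at h2 numbered between 0 and 3 (highest without M002). Of 146 changes of single genes, 17 changed their call without some mouse, the most fragile being those of Hbb-bt at d4 (16 mice) and Pf4 at d7 (15 mice) after 20 Gy. Outside these, leaving out a mouse changed no call of a list.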

Differences from the paper's values

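The fold changes of Tables 1 and 2 were set beside those of the scanner values, gene by gene, where a gene had a tested probe. Both are signed fold changes against sham of the same time point, a negative value meaning lower than sham. Of 133 values, 70 differed in sign or by more than the larger replicate SD on the log2 scale, 32 of them in sign. Where no array of a group had the probe well above background, only a bound can be given for the scanner values, and it was counted where it went beyond 1.5 times the paper's fold. With the deposited normalized values 16 of 133 differed, the median absolute difference being 0.00026 on the log2 scale, and 98 lay within 0.05 of the paper's. Under the other alternatives set before the data were examined, 77 differed with the scanner software's log ratio, 70 with centering on the median, 70 with Aquantile, 70 without a filter, 77 with all sham arrays as the reference, 67 with scanner as a block, 59 of 99 on scanner 1 alone, 31 of 60 on scanner 2 alone, 69 with slide as a random block and 71 with mouse as a random block. Aquantile, no filter and mouse as a random block brought none of the 70 within the larger error. Below, an alternative is counted where it gave a value. The values of Hebp2 need care. The row that the paper gives for HMCN2 (2.41 at d7 after 6 Gy, -2.79, -2.70 and -2.73 at h2, d4 and d7 after 20 Gy) lies within 0.01 of the deposited values of the probe used here for Hebp2 (2.41, -2.78, -2.70 and -2.73), while the values of the paper's HEBP2 row lie further from them, so that the differences given for Hebp2 are no firm disagreement with the paper.

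At h2 after 1 Gy, the fold changes that differed were those of Klk7 (the paper's 2.427, -1.10 here), Hba-a1 (the paper's 2, -1.28 here) and Hebp2 (the paper's 2.19, -1.21 here). No longer different were Klk7 and Hba-a1 with the scanner software's log ratio and with the deposited normalized values, and Hba-a1 on scanner 2 alone. Leaving out a mouse did the same for Klk7 (without M001, M009 or M010) and Hba-a1 (without M010). Every preset alternative left Hebp2 different, and the other pairs of gene and alternative differed as well. After 1 Gy at d4, the fold changes differed for Col1a1 (the paper's 2.44, -1.87 here), Col7a1 (the paper's 2.143, -1.58 here), Klk7 (the paper's 2.629, 1.02 here), Klk8 (the paper's 2.544, -1.91 here), Calm4 (the paper's 2.438, -1.43 here), Hbb-bt (the paper's 2.31, -2.81 here) and Hebp2 (the paper's 2.26, -1.01 here). The difference was gone for all but Col1a1 with the deposited normalized values, all but Col1a1, Col7a1, Calm4 and Hebp2 with the scanner software's log ratio, and Klk7 on scanner 2 alone. With a mouse left out this was so for Calm4 (without M009). Every preset alternative left Col1a1 different, and the other pairs of gene and alternative differed as well. For 1 Gy at d7, the difference concerned Hebp2 (the paper's 2.03, -2.31 here). It no longer did with the deposited normalized values, and did under all other preset alternatives. At d21 after 1 Gy, the fold change that differed was that of Hebp2 (the paper's 2.04, -1.86 here). It no longer did without M007, and did under all other preset alternatives. After 1 Gy at d28, the fold changes differed for Col1a1 (the paper's -2.485, 1.88 here) and Calm4 (the paper's -2.683, -1.69 here). Within the larger error were Calm4 with the scanner software's log ratio and with the deposited normalized values. Leaving out a mouse did the same for Calm4 (without M002 or M007). Every preset alternative left Col1a1 different, and the other pairs of gene and alternative differed as well.

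For 3 Gy at d4, the difference concerned Klk7 (the paper's 2.092, -3.18 here), Klk8 (the paper's 2.348, -2.84 here) and Hbb-bt (the paper's -2.12, -25.8 here). No longer different were all 3 of them with the deposited normalized values, and Hbb-bt with the scanner software's log ratio. The other preset alternatives left the differences in place. At d21 after 3 Gy, the fold changes that differed were those of Col1a1 (the paper's -2.467, -3.83 here) and Pdgfrl (the paper's -2.53, -4.46 here). The difference was gone for Col1a1 with the scanner software's log ratio, and both with centering on the median, with the deposited normalized values, with all sham arrays as the reference and with slide as a random block. With a mouse left out this was so for Col1a1 (without M003, M012 or M014) and Pdgfrl (without M003 or M012). Differences stayed under all other preset alternatives.

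After 6 Gy at h2, the fold change differed for Hebp2 (the paper's 2.78, -1.43 here). It no longer did on scanner 1 alone and without M020, and did under all other preset alternatives. For 6 Gy at d4, the difference concerned Col1a1 (the paper's 2.378, -1.54 here), Col2a1 (the paper's 2.587, -1.68 here), Hba-a1 (the paper's -2.18, -6.18 here), Hbb-bt (the paper's -2.83, -25.6 here), Hebp2 (the paper's 2.54, -1.16 here), Pirb (the paper's 2.01, -1.09 here), Pf4 (the paper's 2.62, 1.87 here) and Pdgfrl (the paper's 2.03, -1.61 here). Within the larger error were Col1a1 and Pdgfrl on scanner 2 alone, all but Col1a1, Hba-a1 and Hebp2 with the deposited normalized values, all but Col1a1, Col2a1, Hebp2 and Pdgfrl with the scanner software's log ratio, Pirb with all sham arrays as the reference, Pirb and Pf4 with scanner as a block, Pf4 with centering on the median and with slide as a random block, and Pf4 and Pdgfrl on scanner 1 alone. Leaving out a mouse did the same for Pirb (without M018) and Pf4 (without M004 or M018). Every preset alternative left Hebp2 different, and the other pairs of gene and alternative differed as well. At d7 after 6 Gy, the fold change that differed was that of Col1a1 (the paper's 2.1, -2.26 here). It no longer did with the deposited normalized values, and did under all other preset alternatives. After 6 Gy at d21, the fold change differed for Hebp2 (the paper's 3.46, 1.18 here). It differed under every preset alternative. For 6 Gy at d28, the difference concerned Col1a1 (the paper's -2.314, 2.03 here), Calm4 (the paper's -3.383, -1.56 here) and Hbb-bt (the paper's -3.01, -1.49 here). No longer different were Calm4 and Hbb-bt with the deposited normalized values, and Hbb-bt with the scanner software's log ratio. With a mouse left out this was so for Hbb-bt (without M002). Every preset alternative left Col1a1 different, and the other pairs of gene and alternative differed as well.

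At h2 after 20 Gy, the fold changes that differed were those of Lamb1 (the paper's 2.078, 1.17 here), Col1a1 (the paper's -24.32, 1.96 here), Col1a2 (the paper's -22.21, 4.39 here), Col3a1 (the paper's -31.75, -1.03 here), Col5a1 (the paper's -4.282, -1.53 here), Col5a2 (the paper's -2.437, -1.12 here), Col5a3 (the paper's -3.209, -1.15 here), Col7a1 (the paper's -2.741, 1.00 here), Col15a1 (the paper's -6.312, 1.30 here), Col18a1 (the paper's -2.287, -1.22 here), Calm4 (the paper's -3.302, -1.17 here), Hba-a1 (the paper's -3.7, 1.23 here), Hbb-bt (the paper's -3.41, -1.26 here), Hebp2 (the paper's -2.15, -3.73 here) and Slpi (the paper's 4.73, 9.20 here). The difference was gone for all but Hebp2 with the deposited normalized values, Col3a1, Col7a1, Calm4, Hba-a1 and Hbb-bt with centering on the median, Col5a1, Col5a2 and Col7a1 on scanner 1 alone, Col5a2 and Col7a1 with scanner as a block, Col7a1 and Slpi with all sham arrays as the reference, and Hebp2 with the scanner software's log ratio. Leaving out a mouse did the same for Col5a1 (without M002), Col5a2 (without M002), Col7a1 (without M002, M021 or M023) and Hebp2 (without M022). The other preset alternatives left the differences in place.

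After 20 Gy at d4, the fold changes differed for Col1a1 (the paper's -23.33, 1.20 here), Col1a2 (the paper's -20.32, 2.31 here), Col3a1 (the paper's -26.58, -2.36 here), Col5a1 (the paper's -3.514, -1.80 here), Col5a3 (the paper's -3.717, -1.66 here), Col7a1 (the paper's -3.039, 1.05 here), Col15a1 (the paper's -5.899, -1.27 here), Col18a1 (the paper's -2.378, -1.04 here), Klk7 (the paper's -2.591, -1.26 here), Klk8 (the paper's -2.534, -5.78 here), Calm4 (the paper's -3.33, 1.31 here), Hba-a1 (the paper's -6.39, -3.89 here) and Slpi (the paper's 4, 5.92 here). Within the larger error were all but Hba-a1 with the deposited normalized values, all but Col1a1, Col1a2, Col15a1, Klk8 and Slpi with centering on the median, and Slpi with all sham arrays as the reference. Differences stayed under all other preset alternatives.

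For 20 Gy at d7, the difference concerned Lamb1 (the paper's 2.041, 1.26 here), Col4a4 (the paper's -2.175, 1.35 here), Col5a1 (the paper's -5.265, -2.54 here), Col6a1 (the paper's -2.053, -1.46 here), Col7a1 (the paper's -3.194, -2.47 here), Col15a1 (the paper's -7.502, -3.88 here), Col18a1 (the paper's -2.218, -1.76 here), Slpi (the paper's 3.99, 2.76 here) and Plg (the paper's 2.51, 3.95 here). No longer different were all but Col4a4, Col5a1, Col6a1 and Plg with the scanner software's log ratio, all but Col4a4 with the deposited normalized values, Lamb1, Col7a1 and Col18a1 on scanner 1 alone, Col6a1, Col7a1 and Col18a1 with centering on the median, all but Lamb1, Col4a4, Col5a1 and Plg with all sham arrays as the reference, Col6a1, Col7a1 and Slpi with scanner as a block, and Col6a1 with slide as a random block. With a mouse left out this was so for Lamb1 (without M003), Col6a1 (without M002, M022 or M024) and Col7a1 (without M003 or M022). Every preset alternative left Col4a4 different, and the other pairs of gene and alternative differed as well. The probe of Plg was not well above background in sham at h2, where only a fold change of at least 1.58 can be given, below the paper's 2.28 and so not counted.

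The paper states that SDTGs were mostly lower than sham after the lethal dose. Over the 3 time points 40.9% were lower with the scanner values, and 70.5% with the deposited normalized values, 57.8% with the scanner software's log ratio and 98.8% with centering on the median. With scanner as a block it was 42.1%, with all sham arrays as the reference 43.7% and with slide as a random block 31.1%. It states that SDTGs were mainly higher in the first week after sublethal doses. Here 63.0% of them were lower, nearly all at d4 after 3 Gy, whereas 8.89% were lower with the deposited normalized values, 41.9% with the scanner software's log ratio, 42.9% with scanner as a block, 32.9% with all sham arrays as the reference and 0% with centering on the median. The share stayed close to 63.0% without a filter on dim probes (60.2%), with slide as a random block (61.5%) and with mouse as a random block (62.6%). Among the alternatives chosen after seeing the values, 25.0% were lower with scan day as a block and 8.51% without the arrays of an unlike Cy3 profile. With slide removed, also chosen then, 72.2% were lower.

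The paper states that the share of genes turning from higher to lower grew with the sublethal dose. At an unadjusted p the share was 2.94% after 1 Gy, 1.54% after 3 Gy and 2.59% after 6 Gy with the scanner values, and 10.9%, 2.34% and 17.5% with the deposited normalized values.

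The paper states that the pathways of GP6 and of prothrombin activation were inactivated after the lethal dose at all time points. The medians of the GP6 genes were below 0 at each, and past the threshold at d7 alone, and the deposited normalized values, centering on the median, scanner 1 alone and, chosen after seeing the values, slide removed with dose and time point kept took both lists past the threshold at h2 and d4. In the first week after sublethal doses, the paper reports activity opposite to that after the lethal dose wherever a pathway was found. Of the 9 comparisons, the GP6 median was above 0 in 2 and the prothrombin median in 3, none past the threshold, and the call at d4 after 3 Gy was below 0 for both lists. With the deposited normalized values the prothrombin genes were higher past the threshold in 4 of the 9 and the GP6 genes in 1. For the late time points the paper describes both pathways as inactivated. The medians were below 0 in 5 of 6 comparisons for the GP6 genes and in 4 of 6 for the prothrombin genes, none past the threshold, and at d21 after 3 Gy both passed with the deposited normalized values.

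Of the Table 1 genes the paper states that many were higher in the first week after sublethal doses and lower later. No change was upward past the threshold in the first week with the scanner values, against 10 with the deposited normalized values, and none was downward at the late time points, against 3. Of the Table 2 genes none was upward in the first week, against 4 with the deposited normalized values. The kallikrein genes Klk5, Klk6, Klk7 and Klk8 are described as higher in the first week after sublethal doses when significant. None was significant, and the values at d4 after 3 Gy were below 0 for Klk5 (-2.04), Klk7 (-1.67) and Klk8 (-1.51), while the deposited normalized values were above 0. Of the IL-6 signaling genes, which the paper describes as activated after sublethal and not after lethal doses, 1 was higher and 1 lower over the sublethal comparisons of the first week, and 12 were higher and none lower with the deposited normalized values.

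The paper describes the genes of hemoglobin, platelet factor 4, Pdgfrl, Pirb and Hebp2 as falling sharply at all time points after the lethal dose. Over these 6 genes and 3 time points, 15 of 18 log2 fold changes were below 0, and Hba-a1 at h2 (0.30) and Pf4 at h2 (0.54) and d4 (0.92) were above 0, whereas their deposited normalized values were -1.62, -0.84 and -0.33. Pirb and Pdgfrl are described as higher at d4 after 6 Gy. Pirb was at -0.13 and Pdgfrl at -0.69 there, and the deposited normalized values were 0.74 and 1.02. Ermap, given as higher after the lethal dose, was at least 1.31-fold higher at d7.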

Other observations

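The tests of an adjustment by slide, of a carry-over from d7, of mislabelled arrays, of probes near the background and of a probe pattern in one channel were chosen only after the results were seen, as were the alternatives with slide removed, with scan day as a block and without arrays of an unlike Cy3 profile.

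Whether chance can be excluded for a number of SDTGs was tested by dividing the arrays of a comparison in other ways, over the 27196 probes common to these fits. After 20 Gy, 1 of 35 divisions at each of h2, d4 and d7 gave as many SDTGs, the real one, which is the lowest share that 35 divisions can give. This argues against chance only as far as so few divisions can. At h2 and d4 the real division also parted the slide of 20 Gy from those of sham, so that an effect of slide would give the same. At d4 after 3 Gy, 2 of 100 divisions gave as many, the real one among them, and the other gave 1902 SDTGs against 1443. These divisions took no account of scanner. The number of SDTGs itself came to 3 with scanner as a block and to 0 without M001. It came to 1 without M004 or M005, to 4 without M012 and to 3 without M014. At d4 after 6 Gy 3 of 35 gave at least 10 SDTGs and chance is not excluded. Where limma found no SDTG, namely at h2 and d4 after 1 Gy, at d7 after 3 Gy and at h2 after 6 Gy (35 divisions each) and at h2 after 3 Gy (100 divisions), every division has as many by construction, so that nothing follows about chance. The comparisons without an SDTG had between 65 and 584 probes at an unadjusted p. The division that parts the arrays by scanner gave more SDTGs than the real one in several comparisons, namely 613 at h2 and 1539 at d4 after 1 Gy, 826 at h2 after 3 Gy, and 900 at h2 and 937 at d4 after 6 Gy. With scanner as a block these comparisons had 0, 0, 0, 0 and 9 SDTGs. At d4 after 3 Gy the division by scanner gave 583.

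The scanners were examined as a source of the differences in the first week. Between the 8 sham arrays of scanner 1 and the 4 of scanner 2, limma found 502 probes, and 8322 at an unadjusted p. On scanner 2 all but the array of M003 at d7 were of mouse M002, and no term for mouse was fitted. Scanner and mouse are thus mixed in this difference. With each array's ratios centered on their median it found 0 (8254 at an unadjusted p), and in the deposited normalized values 0 (264 at an unadjusted p). With scanner as a block, the SDTGs of the 9 sublethal comparisons of the first week came to 14 in all, 3 of them at d4 after 3 Gy. This speaks for the scanners as a candidate source of the SDTGs at d4 after 3 Gy. In simulated data with a shift between scanners, the block found 97% of the changed probes of this comparison, with 2 false calls. All simulated changes were of 2 on the log2 scale, so that a loss of power for smaller changes stays open. Without the block the simulated shift gave 37 false calls, against 1590 SDTGs in the data. The size of that shift was not taken from the data, so that the simulation does not decide on the source. The log2 fold changes of 3 Gy at d4 had a correlation of -0.03 across probes with the difference between scanners within sham at h2 and d7. That difference also holds mouse M002 and the d7 arrays of scanner 1 with an unlike Cy3 profile. The correlation therefore does not argue against the scanners. Scanner and dose overlap in part at d4, where 3 of 4 sham arrays and 1 of 5 arrays of 3 Gy were read on scanner 1, and the only sham array of scanner 2 is that of M002. Most SDTGs at d4 after 3 Gy are therefore not supported apart from scanner, while their source stays open. The 3 that passed with scanner as a block, those of Hba-a1 and Hbb-bt among them, are the exception. For 20 Gy, whose arrays were all read on scanner 1, 89.4% of the SDTGs passed in the same direction against the sham arrays of that scanner alone, with shares of 90.3% at h2, 93.6% at d4 and 60.0% at d7. This excludes the scanner as their main source at h2 and d4, while at d7, with 2 sham arrays left, it stays open for a part of them. A difference between the slides of 20 Gy and those of sham stays open at h2 and d4.

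The effect of 3 Gy at d4 was set against those of the other sublethal doses directly. Against 1 Gy and against 6 Gy, limma found 0 probes each (94 and 147 at an unadjusted p), and in the deposited normalized values 68 and 45. The GP6 genes were lower after 3 Gy than after 6 Gy by a median of -0.46, with 16 of 16 genes below 0, and lower than after 1 Gy by -0.28, with 15 of 16 genes, but neither passed (fry, adjusted p = 0.0634 and 0.463). The larger number of SDTGs at d4 after 3 Gy is therefore not shown to be an effect peculiar to that dose.

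The deposited normalized values hold large falls of collagen genes at h2 and d4 after 20 Gy that the scanner values lack. Across probes, the log2 fold changes of 20 Gy had a correlation between both sets of values of 0.325 at h2, 0.361 at d4 and 0.786 at d7. After slide was removed from the scanner values with dose and time point kept, the correlation rose to 0.678 at h2 and 0.729 at d4 but fell to 0.714 at d7. In the sublethal comparisons it fell at h2 after 1 Gy (from 0.438 to 0.314), at d21 after 1 Gy (from 0.799 to 0.733) and slightly at d28 after 6 Gy (from 0.563 to 0.562), and it rose in the others. The log2 fold changes of the scanner values at d7 had a correlation of 0.735 with the deposited ones of h2 and of 0.714 with those of d4, higher than those of the same time point. Each of the 8 deposited columns of 20 Gy at h2 and d4 followed its own array best, the median correlation of its deviation from the group mean with that of its own array being 0.787, and the weakest that of M022 at h2 with 0.128 against 0.119 for another array. M022 at h2 aside, this excludes a mix-up of columns between the mice of these 2 groups, whereas a mix-up between groups was not tested. In the sublethal groups 5 columns followed another array of their group better than their own, those of M009 at h2 (-0.27 against 0.41), d4 (-0.03 against 0.17) and d28 (0.06 against 0.28) after 1 Gy, of M007 at h2 after 1 Gy (0.215 against 0.220) and of M018 at d4 after 6 Gy (-0.003 against 0.28), and why was not tested. A candidate explanation is an adjustment for slide that kept the dose, which would carry the effect of d7, the only time point of 20 Gy on a slide with sham, to h2 and d4. The paper's text does not name such a step, the correlations are across genes, which are not independent replicates, and an adjustment of another kind could give the same values. Which of both sets lies closer to the biopsies was not tested.

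Probes of the same gene differed in the comparisons of 20 Gy at h2 and d4. Over 5519 genes with 2 probes, the correlation between the log2 fold changes of both probes was 0.284 at h2 and 0.316 at d4, against 0.573 at d7. In the sublethal comparisons it ranged from 0.310 (6 Gy d21) to 0.594 (3 Gy d7), so that low values were not confined to 20 Gy. For 20 Gy at h2, d4 and d7 the deposited normalized values gave 0.673, 0.668 and 0.678. After slide was removed these were 0.646, 0.641 and 0.658. Over the 2321 genes with both probes above the median intensity it was 0.306 at h2 and 0.326 at d4, against 0.691 at d7, which excludes weak signal as the whole source. When the Cy5 channel was taken alone, and 20 Gy at h2 was set against the sham arrays of d7 on the same scanner, the correlation between probes was 0.222, against 0.0119 when it was set against sham of h2. At d4 these values were 0.202 and 0.0539. The Cy5 profiles of 20 Gy at h2 and d4 had a median correlation of 0.929 with those of sham at d7 on scanner 1 and of 0.835 with those of sham at h2 and d4, whereas sham at d7 and sham at h2 and d4 were at 0.767. A pattern of probes that came with the labelling of the Cy5 channel may therefore separate 20 Gy from sham at h2 and d4, and it remains a hypothesis found on the same data. In that setting, without the reference channel, Col1a1 was 0.82 above sham of d7 at h2, 0.53 above it at d4 and at -4.19 at d7. Whether the collagen genes fell at all at h2 and d4 is left open by this read-out.

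The fall of the collagen genes at d7 after 20 Gy was compared with that of other genes of the dermis. If the biopsies had held less dermis, its abundant genes would have fallen alike. The log2 fold changes were -4.71 for Col1a1, -4.38 for Lum and -3.26 for Sparc, but 0.56 for Dcn (standard error 0.62) and -0.55 for Col6a1, and in the deposited normalized values Dcn was at 0.10. This speaks against a smaller share of dermis as the whole cause, but it rests mainly on Dcn. Dcn was at 1.11 at h2 and at 1.14 at d4, and so was no steady marker of dermis here. Other fibroblast and matrix genes fell at d7, among them Dpt (-1.87), Fbn1 (-1.42) and Mfap5 (-0.90), and besides Dcn only Pdgfra (0.45) did not. A smaller share of dermis is therefore not excluded. A change that grows with the time after irradiation predicts a smaller fall at h2 than at d7, and the GP6 genes were lower at d7 than at h2 by a median of -0.83. This difference was -0.23 in the deposited normalized values. The slides of h2 and d4, and the scan day and Cy3 profile of d7, leave the test open to technical differences, and a loss of collagen transcripts over days is a hypothesis only.

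The 24 targets of p53, a transcription factor activated by DNA damage, were listed as a check on the irradiation, and none of them is in a pathway list of the study. At d4 their median log2 fold change was 0.31 after 1 Gy (fry, adjusted p = 0.0406, 7 of 24 genes below 0), 0.25 after 3 Gy (adjusted p = 0.00216, 8 genes below 0), 0.60 after 6 Gy (adjusted p = 8.25e-07, 5 genes below 0) and 0.57 after 20 Gy (adjusted p = 6.51e-09, 7 genes below 0). At d7 after 20 Gy it was 0.28 (adjusted p = 0.00142, 4 genes below 0). Under camera with an estimated correlation only the call at d4 after 6 Gy held. At h2 the medians were 0.12, 0.07, 0.12 and 0.046 after 1, 3, 6 and 20 Gy, with adjusted p of 0.127, 0.345, 0.539 and 0.322. None of the other comparisons passed, the lowest of their adjusted p being 0.391 (1 Gy d7). Over the alternatives the adjusted p at d4 ranged from 0.00871 to 0.762 after 1 Gy, from 1.62e-05 to 0.762 after 3 Gy, from 2.71e-08 to 0.762 after 6 Gy and from 9.29e-12 to 0.423 after 20 Gy, and at d7 after 20 Gy from 9.52e-10 to 0.838. At h2 after 20 Gy it ranged from 3.34e-07 with the deposited normalized values, where the median was 0.25, to 0.746. The deposited values at d4 were 0.12 after 1 Gy, 0.21 after 3 Gy, 0.28 after 6 Gy and 0.38 after 20 Gy. Whether the doses differ in this response was not tested, nor was any technical source of it apart from the alternatives.

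Lists of marker genes, written down before the test, described the makeup of the biopsies at d7 after 20 Gy without a test of significance. The median log2 fold change was -2.39 over 9 adipocyte genes, -1.38 over 14 fibroblast and matrix genes, -0.87 over 12 epidermis genes, -0.56 over 9 dendritic and Langerhans cell genes, -0.45 over 6 erythroid genes and -0.39 over 14 sterol synthesis genes. It was -0.18 over 15 skeletal muscle genes, -0.15 over 15 genes of the growing hair follicle, -0.045 over 9 lymphocyte genes, -0.041 over 8 platelet genes and -0.030 over 9 neutrophil and monocyte genes, where the mean was 0.20 and so of the opposite sign. Over 12 proliferation genes it was 0.23. Of the 15 fibroblast and matrix genes 8 also belong to the GP6 list, and 1 erythroid and 1 platelet gene to Table 2, while no gene is in more than 1 of the marker lists. Skin itself expresses genes of several of these lists, so that no cell type is read from them as a source. Over the alternatives the adipocyte median ranged from -2.78 to -0.10, that of the epidermis from -1.67 to -0.11 and that of the fibroblast and matrix genes from -2.90 to -0.71. The remaining ranges were -1.28 to -0.27 for the dendritic and Langerhans cell genes, -0.83 to -0.0097 for the erythroid, -2.03 to -0.12 for the sterol synthesis, -1.06 to 0.13 for the skeletal muscle, -1.03 to 0.0011 for the hair follicle, -0.35 to -0.037 for the lymphocyte, -0.49 to 0.036 for the platelet, -0.11 to -0.011 for the neutrophil and monocyte, and -0.70 to 1.02 for the proliferation genes. The proliferation, skeletal muscle, hair follicle and platelet medians thus changed sign under some alternative. With a mouse left out, the adipocyte median ranged from -2.95 (without M001) to -1.37 (without M002). That of the epidermis ranged from -1.31 (without M001) to -0.49 (without M002). The skeletal muscle median went from -0.60 (without M003) to 0.42 (without M002) and so changed sign.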
